# Single cell multi-omic analysis identifies a *Tbx1*-dependent multilineage primed population in murine cardiopharyngeal mesoderm

**DOI:** 10.1038/s41467-021-26966-6

**Published:** 2021-11-17

**Authors:** Hiroko Nomaru, Yang Liu, Christopher De Bono, Dario Righelli, Andrea Cirino, Wei Wang, Hansoo Song, Silvia E. Racedo, Anelisa G. Dantas, Lu Zhang, Chen-Leng Cai, Claudia Angelini, Lionel Christiaen, Robert G. Kelly, Antonio Baldini, Deyou Zheng, Bernice E. Morrow

**Keywords:** Cell lineage, Gene expression profiling, RNA sequencing, Mechanisms of disease

## Abstract

The poles of the heart and branchiomeric muscles of the face and neck are formed from the cardiopharyngeal mesoderm within the pharyngeal apparatus. They are disrupted in patients with 22q11.2 deletion syndrome, due to haploinsufficiency of *TBX1*, encoding a T-box transcription factor. Here, using single cell RNA-sequencing, we now identify a multilineage primed population within the cardiopharyngeal mesoderm, marked by *Tbx1*, which has bipotent properties to form cardiac and branchiomeric muscle cells. The multilineage primed cells are localized within the nascent mesoderm of the caudal lateral pharyngeal apparatus and provide a continuous source of cardiopharyngeal mesoderm progenitors. *Tbx1* regulates the maturation of multilineage primed progenitor cells to cardiopharyngeal mesoderm derivatives while restricting ectopic non-mesodermal gene expression. We further show that TBX1 confers this balance of gene expression by direct and indirect regulation of enriched genes in multilineage primed progenitors and downstream pathways, partly through altering chromatin accessibility, the perturbation of which can lead to congenital defects in individuals with 22q11.2 deletion syndrome.

## Abstract (web summary)

Perturbations of the cardiopharyngeal mesoderm can lead to congenital defects in individuals with 22q11.2 deletion syndrome. Here the authors use single cell RNA-sequencing to identify a multilineage primed population within the mesoderm, marked by Tbx1, which has bipotent properties to form cardiac and branchiomeric muscle cells.

## Introduction

The heart develops from two successive waves of mesodermal progenitor cells during early embryogenesis. The first heart field (FHF) constitutes the first wave of cardiac progenitors and results in the primitive beating heart, while the second heart field (SHF) forms the second wave that builds upon the two poles of the heart^1,2^. The SHF can be anatomically partitioned to the anterior SHF (aSHF^3,4^) and posterior SHF (pSHF^4–6^), whose cells migrate to the heart via the dorsal pericardial wall to the outflow tract or inflow tract, respectively. Expression of *Mesp1* at gastrulation marks the earliest mesodermal cells that will form the heart^7^. Using single-cell RNA-sequencing (scRNA-seq) of the *Mesp1* lineage, it was discovered that the FHF, aSHF, and pSHF are specified at gastrulation^8^.

Retrospective clonal analysis^9,10^ and lineage tracing studies^11^ revealed that the branchiomeric skeletal muscles (BrM) of the craniofacial region and neck share a clonal relationship with the SHF. The bipotent nature of these cardiac and skeletal muscle progenitor cells is supported by studies in the ascidian, *Ciona*, an invertebrate chordate, in which single cells gives rise to both cardiac and skeletal muscle cells^12^. When taken together, a new term, cardiopharyngeal mesoderm (CPM), was introduced to clearly include both SHF cardiac and skeletal muscle progenitor populations^2^. A cartoon of these populations in the mouse embryo is shown in Fig. 1a. The *Tbx1* gene, encoding a T-box transcription factor, and gene haploinsufficient in 22q11.2 deletion syndrome (22q11.2DS), is expressed in the CPM and is required for cardiac outflow tract and BrM development^2^, implicating its essential roles in the CPM.

**Fig. 1:**
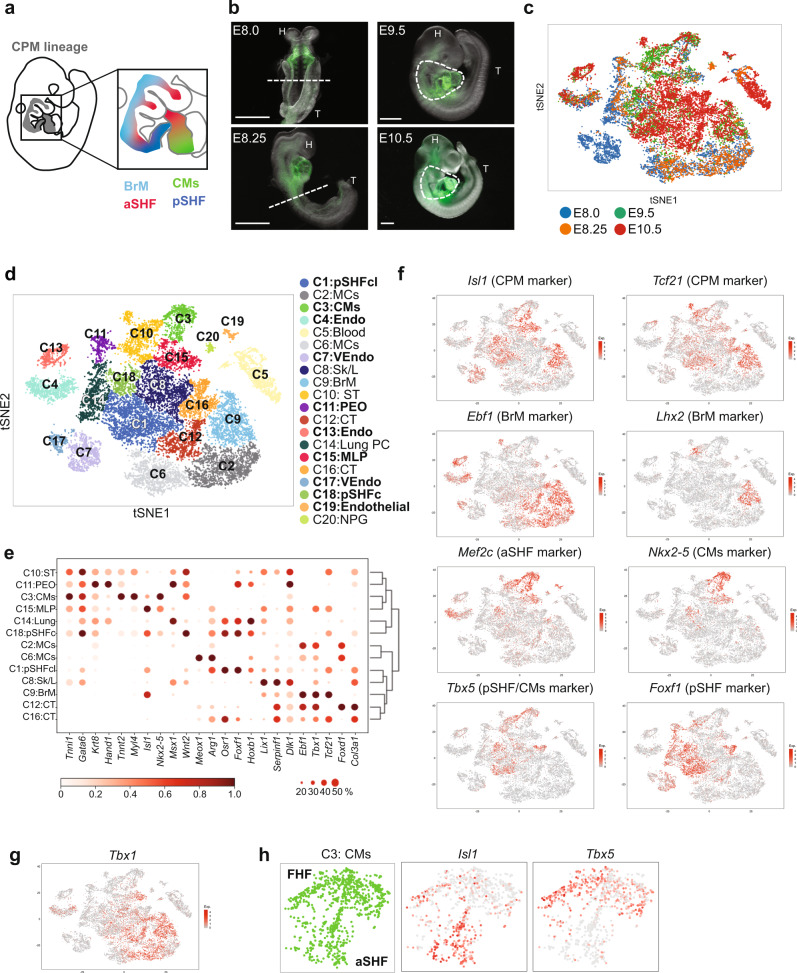
Single-cell analysis of *Mesp1* + lineages at E8.0 to E10.5 identifies CPM lineages. **a** Cartoon of an E9.5 embryo in a right lateral view (left, CPM, gray). The CPM includes the branchiomeric muscle progenitor cells (BrM; aqua), anterior SHF (aSHF; red), and part of the posterior SHF (pSHF; blue). Because cardiomyocyte progenitors (CMs; green) are from both the FHF and CPM, only CPM-derived CMs are included. **b** Whole-embryo images with GFP fluorescence of *Mesp1*^*Cre*^*; ROSA26-GFP*^*f/+*^ embryos at E8.0, E8.25, E9.5, and E10.5 used for scRNA-seq. The white dotted line represents the region that was dissected. Only GFP-positive cells were used for scRNA-seq. H head, T tail. Scale bar E8.0, E8.25 is 750 µm; E9.5 and E10.5 is 500 µm. **c** t-distributed stochastic neighbor embedding (tSNE) plot colored by developmental stage. **d** tSNE plot colored by clusters (C1-20). Cardiac relevant clusters are in bold font. C1: pSHFcl, posterior CPM includes cardiac and lung progenitor cells; C2: MCs, mesenchyme expressing epithelial–mesenchymal transition markers; C3: CMs cardiomyocyte progenitor cells; C4: Endo endocardium and endothelial cells; C5: Blood blood cells; C6: MCs mesenchyme expressing epithelial–mesenchymal transition markers; C7: VEndo vascular endothelial cells; C8: Sk/L skeleton/limb progenitor cells; C9: BrM branchiomeric muscle progenitor cells; C10: ST septum transversum progenitor cells; C11: PEO proepicardial organ; C12: CT connective tissue progenitor cells; C13: Endo endothelial cells; C14: Lung PC lung progenitor cells; C15: MLP multilineage progenitor cells; C16: CT connective tissue progenitor cells; C17: VEndo vascular endothelial cells; C18: pSHFc posterior CPM of cardiac progenitor cells; C19: Endothelial cells; C20: NPG neural progenitor cells. **e** Heatmap of average gene expression of marker genes in representative clusters. Dot size indicates the fraction of cells expressing the genes in each cluster and color indicates scaled mean expression (bar below; dark red is the strongest expression). **f**, **g** tSNE plots showing expression of CPM marker genes (**f**) and *Tbx1* (**g**). The color spectrum from gray to red indicates expression levels from low to high. **h** tSNE plots of CM progenitors showing the expression level of CM (*Tbx5*) and CPM (*Isl1*) marker genes.

A total of 60–75% of patients with 22q11.2DS have cardiac outflow tract defects, which often require life-saving surgery during the neonatal period^13^. In addition, most individuals with this condition have speech, feeding, and swallowing difficulties in infancy, due in part to BrM hypotonia^14^. Further, heterozygous mutations of *TBX1* in rare, non-deleted individuals, phenocopy symptoms of the deletion^15^. Inactivation of both alleles of *Tbx1* in the mouse results in a persistent truncus arteriosus^16–18^ and significant failure to form BrMs^19^. Gene expression profiling of wild-type versus *Tbx1* global null mutant embryos identified genes that changed in expression but it was unclear whether the changes were autonomous in the CPM or in other cell populations, such as neural crest cells^20,21^. We therefore do not yet understand the functions of *Tbx1* on a single-cell level, which is needed to elucidate the true molecular pathogenesis of 22q11.2DS.

The CPM is distributed throughout the embryonic pharyngeal apparatus during early gestation. The pharyngeal apparatus consists of individual bulges of cells termed arches that form in a rostral to caudal manner from mouse embryonic days (E)8–10.5. The formation of individual arches is a highly dynamic but regulated process that requires sufficient cell populations to elongate the OFT and to form diverse BrMs. The cellular and molecular mechanisms of how CPM cells in the pharyngeal apparatus both are maintained in a progenitor state and are allocated to form the heart and BrMs in mammals are unknown.

To fill these gaps, we performed scRNA-seq of mesodermal cell lineages from the pharyngeal apparatus plus heart at multiple stages during embryogenesis. We discovered a multilineage primed progenitor (MLP) population within the CPM, which is maintained and gradually matures from E8-10.5 and has differentiation branches toward cardiac and skeletal muscle fates, serving as common lineage progenitors. MLP cells are localized to the nascent lateral mesoderm of the pharyngeal apparatus, deploying cells to the heart and BrMs. We found that the *Tbx1* cell lineage marks MLPs and TBX1 activity is critical for their function. Inactivation of *Tbx1* disrupts a MLP gene expression program needed for differentiation and results in ectopic expression of non-mesoderm genes. We further identify the gene regulatory network downstream of *Tbx1* in the MLPs providing insights into the molecular mechanism of mammalian CPM function, essential for understanding the etiology of 22q11.2DS.

## Results

### Identification of common progenitor cells in the CPM

To identify the various populations that constitute the CPM (Fig. 1a), we performed droplet-based scRNA-seq on fluorescence-activated cell sorted GFP expressing cells from microdissected *Mesp1*^*Cre*^*;ROSA26-GFP*^*f/+*^ (f, flox) embryos at E8.0, E8.25, E9.5, and E10.5 (Table 1, Fig. 1b, Supplementary Figs. 1a, b, 2a, b,  3, and Supplementary Table 1). These stages were chosen because they are the critical periods when *Tbx1* is expressed, reaching the highest expression at E9.5, and when the pharyngeal apparatus is dynamically elongating; this is coordinated with heart development and BrM specification. To better understand the developmental sequence of events, we integrated the four time point datasets (Fig. 1c) and identified 20 cell clusters (Fig. 1d). Utilizing knowledge of the expression of known marker genes in each cluster (Fig. 1e, Supplementary Fig. 2c–e, and Supplementary Data 1), we identified cell types of all the clusters, half of which include cardiovascular progenitor cell populations or their derivatives (Fig. 1d, bold font).

**Table 1:** Summary of scRNA-seq samples.

Time point	No. of embryos	Somites	Cell viability	Cell number (captured)	Mean reads/cell	Median genes/cell	Tissue
*Mesp1*^*Cre*^*; ROSA26-GFP*^*f/+*^							
E8.0	7	3–4	90%	7581	58,422	4380	Half of the body
E8.25	5	6–7	95%	2956	151,357	5363	Half of the body
E9.5	6	19–22	80%	4055	80,919	4036	PA and heart
E9.5	2	21–22	81%	7418	60,500	4106	PA and heart
E10.5	4	30–31	80%	8070	52,326	3673	PA and heart
*Mesp1*^*Cre*^*;ROSA26-GFP*^*f/+*^*;Tbx1*^*f/f*^							
E9.5	1	22	83%	5157	65,997	5015	PA and heart
E9.5	2	24	92%	10,281	43,868	3617	PA and heart
*Tbx1*^*Cre/+*^*; ROSA26-GFP*^*f/+*^							
E8.5	7	8–9	88%	1434	136,347	3683	Half of the body
E9.5	10	19–21	87%	5453	54,317	3994	PA and heart with back
*Tbx1*^*Cre/f*^*; ROSA26-GFP*^*f/+*^							
E8.5	4	9–10	92%	1090	140,352	4374	Half of the body
E9.5	3	19–22	97%	6267	54,892	3561	PA and heart with back
*Tbx1−/*− vs wild-type							
E9.5 WT	4	22–23	89%	12,050	37,218	3757	PA and heart with back
E9.5 KO	4	20–23	92%	11,504	37,646	4138	PA and heart with back

We identified CPM clusters (C1, C3, C9, C15, and C18) with marker gene expression for the CPM including *Tbx1*, *Isl1, Wnt5a,* and *Tcf21*, among other genes^1,22^ (Fig. 1f, g and Supplementary Fig. 2e). Cluster C9 contains BrM progenitor cells identified by expression of *Tcf21, Lhx2*, and *Myf5*^22^ (Fig. 1f and Supplementary Fig. 2e). Clusters C1 and C18 contain pSHF populations as identified by expression of *Hoxb1*^5^, *Tbx5, Foxf1*, and *Wnt2*^23,24^ (Fig. 1f and Supplementary Fig. 2e). Many of the pSHF cells are located more medially and caudally in the embryo and contribute to posterior organ development, such as the formation of the lung^23,24^. The cells in C3 express *Nkx2-5* and *Mef2c*^25^ and cardiac structural protein genes (*Tnnt2, Tnni1, Myl4* (Fig. 1f and Supplementary Fig. 2e)). In addition, subdomains express either FHF genes (*Tbx5* but not *Isl1* or *Tcf21*) or aSHF genes (*Fgf10*, *Isl1, Tcf21* but not *Tbx5* (Fig. 1h)). We discovered that cluster C15 expresses genes shared by CPM clusters, including *Tbx1, Isl1, Wnt5a, Mef2c, Tcf21*, and *Foxf1* (Fig. 1f and Supplementary Fig. 2e). Based upon this, we suggest that C15 as a multilineage primed progenitor (MLP) population within the CPM.

### Multilineage primed progenitors of the CPM differentiate into cardiac and skeletal muscles

We next investigated the relationship between the MLPs and more differentiated CPM cells using partition-based graph abstraction (PAGA)^26^. Several clusters that are not part of the CPM and were already well separated in the above cluster analysis (C4, C5, C7, C13, and C17), were excluded from PAGA analysis (Supplementary Fig. 2d). The PAGA analysis partitioned the CPM cells into five branches (Fig. 2a and Supplementary Fig. 4a), connecting all mesodermal cell populations. The five branches include cardiomyocytes (CMs), pSHF with lung progenitor cells (pSHF, Lung PC), connective tissue (CT), branchiomeric muscle progenitor cells (BrM), and skeleton/limb (Sk/L). Convergent results from pseudotime analysis (Fig. 2b) and real-time point information (Fig. 2c and Supplementary Fig. 4b), infer that MLP cells (C15) in the center are in a progenitor state of the CPM while more differentiated cells are toward the outside in each branch (BrM, C9; CMs with aSHF, C3; part of the pSHF, C1 + C18; Fig. 2d and Supplementary Fig. 4c). The MLP cells exist not only in early time points (E8.0, E8.25) but also in later time points (E9.5, E10.5), but with fewer cells at E10.5 (Fig. 2e).

**Fig. 2:**
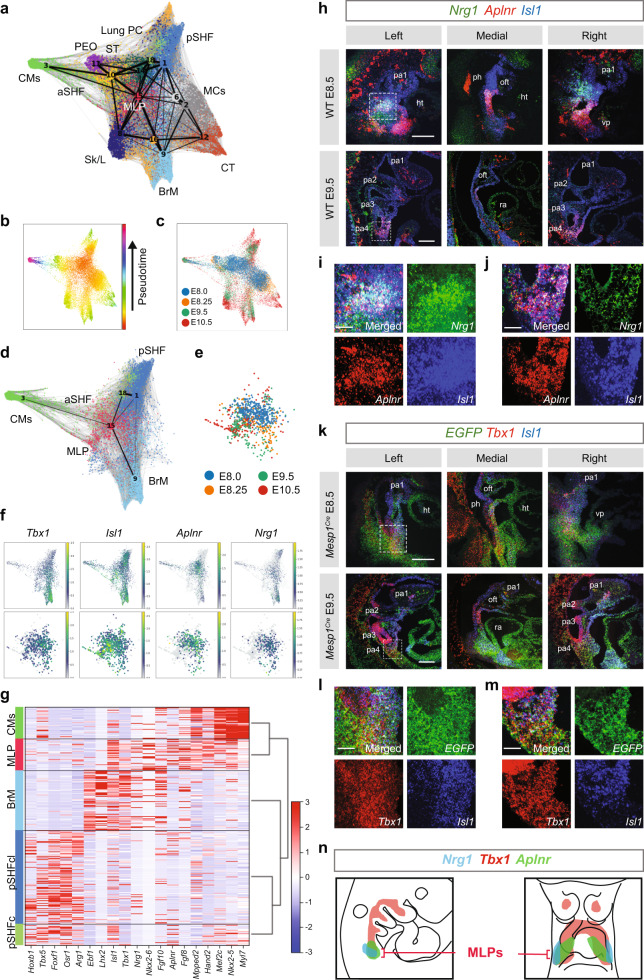
MLPs are localized to the caudal pharyngeal apparatus. **a** Single-cell embedding graph with PAGA plot colored by clusters with abbreviated names identical to those in Fig. 1d. **b**, **c** Single-cell embedding graph colored by pseudotime with colors indicating advancing time (**b**) or real time of samples (**c**). **d** Single-cell embedding graph with PAGA plot of the CPM clusters. **e** Single-cell embedding graph of only MLPs colored by stage. **f** Single-cell embedding graph of the CPM (above) and MLPs (below) colored by gene expression level (gray to blue, green, yellow, low to high). **g** Heatmap of expression of genes enriched in the CPM. Row indicates the expression per cell (blue to white, to red; low to high). **h**–**j** RNAscope in situ hybridization with *Nrg1 (*green), *Aplnr* (red), and *Isl1* (blue) mRNA probes on sagittal sections from wild-type embryos at E8.5 (upper panel; *n* = 3) and E9.5 (lower panel; *n* = 3). Scale bar, 100 µm. The white dotted line indicates the position in images with higher magnification (**i**, **j**; scale bar, 30 µm). **k**–**m** RNAscope in situ hybridization with *EGFP* (green) mRNA probe, marking *Mesp1* + lineage cells, *Tbx1* (red) and *Isl1* (blue) mRNA probes on sagittal sections from *Mesp1*^*Cre*^*; ROSA26-GFP*^*f/+*^ embryos at E8.5 (upper panel; *n* = 3) and E9.5 (lower panel; *n* = 3). Scale bar, 100 µm. The white dotted line indicates the position in images with higher magnification (**l**, **m**; scale bar, 30 µm.). **n** Summary of the expression pattern of *Nrg1*, *Tbx1,* and *Aplnr* with respect to the MLPs in the cartoon of a sagittal section. ht heart, oft outflow tract, pa pharyngeal arch, ph pharynx, ra right atrium, vp venous pole. 1, 2, and 3 indicate the first, second, and third pharyngeal arches, respectively.

Based on the specific expression of genes (Supplementary Data 1) and distribution of gene expression patterns in the PAGA plot (Fig. 2f and Supplementary Fig. 4d–f), we focused on two marker genes for MLPs, *Aplnr* (Apelin receptor) and *Nrg1* (Neuregulin 1). *Aplnr* is expressed in the CPM^27^ but not known for the specific presence in MLPs, while *Nrg1* is not known to be a CPM gene, but it is required in the embryonic heart for the development of the chamber myocardium^28^. We examined the co-expression of genes in the cells in CPM populations. The heatmap in Fig. 2g (Supplementary Fig. 4e, f) shows the expression of genes enriched in MLPs, with the same genes also expressed in more differentiated CPM populations (BrM, CMs, and pSHF), but at different expression levels, indicating that they are multilineage primed. Taken together, these results further support the progenitor status of MLPs.

### The MLPs are bilaterally localized to the caudal pharyngeal apparatus

To elucidate whether MLPs are localized within a defined embryonic region in the pharyngeal apparatus, we performed RNAscope in situ hybridization analysis using probes for genes enriched in MLPs including *Tbx1*, *Isl1*, *Aplnr*, and *Nrg1* with the *Mesp1* + lineage marked by *EGFP* expression (Fig. 2h–m). The pharyngeal arches form in a rostral to the caudal manner where the most caudal and lateral mesoderm is the least differentiated, while the rostral mesoderm has already migrated to the core of the arch to form BrM progenitor cells or toward the dorsal pericardial wall and poles of the heart^29,30^. In embryos at E8.5 and E9.5, *Nrg1* and *Aplnr* co-expressing cells are found bilaterally in the lateral part of the caudal pharyngeal apparatus, containing nascent mesoderm that is not yet differentiated to cardiac or skeletal muscle (Fig. 2h–j and Supplementary Fig. 5a, b). At E8.5, *Nrg1* and *Aplnr* are expressed in these regions within the forming second arch (Fig. 2i) and at E9.5, by the forming fourth arch (Fig. 2j), both overlapping with *Isl1* expression. The *Mesp1* + lineage is marked with *EGFP* expression in the second arch at E8.5 and the fourth arch at E9.5 (Fig. 2k and Supplementary Fig. 5c, d). *Tbx1* and *Isl1* are also expressed in those regions (Fig. 2l, m). We suggest that the MLPs remain in the same region of the caudal pharyngeal apparatus, while they deploy cells rostrally, medially, and dorsally thereby explaining in part the mechanism for the extension of the pharyngeal apparatus caudally (Fig. 2n).

### MLPs dynamically transition over time

An important question is whether MLPs as CPM progenitors, maintain the same state of gene expression over time. To address this, we examined differentially expressed genes in MLPs from E8-10.5. We identified core CPM genes that are expressed similarly at all time points, including *Isl1*, *Mef2c*, and *Nkx2-5* (Fig. 3a). However, we also found that early expressing genes such as *Aplnr, Nrg1, Irx1-5*, *Fgf8/10*, and *Tbx1* (Fig. 3b) are reduced over time, with increasing expression of cardiac developmental genes such as *Hand2, Gata3/5/6, Bmp4*, and *Sema3c* (Fig. 3c). These gradient differences are also visualized in violin plots (Fig. 3d–f). *Nkx2-5* and *Sema3c* are expressed in the caudal pharyngeal apparatus at E9.5, like that of *Isl1, Tbx1,* and *Aplnr*, defining MLPs (Fig. 3g). The MLP region is reduced in size in the caudal pharyngeal apparatus, pharyngeal arches 3–6, at E10.5 (Fig. 3g). Further, expression of the early-MLP marker *Aplnr* is not observed at E10.5, while co-expression of *Sema3c*, *Nkx2-5*, and *Isl1* occur strongly in the OFT (Fig. 3g). This is consistent with the model that the MLPs continuously allocate progenitor cells to BrMs and OFT-CMs, while showing a gradual maturation themselves by E10.5 (Fig. 3h).

**Fig. 3:**
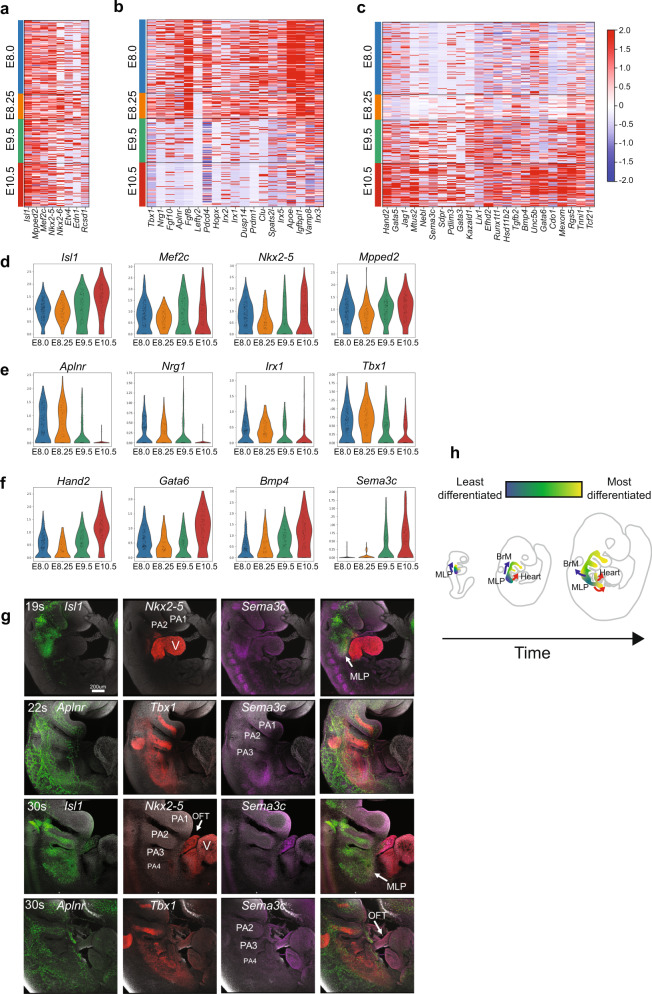
MLPs transition as cells are allocated to more differentiated states over time. **a** Heatmap of expression of core genes in MLPs at E8, E8.25, E9.5, and E10.5. Row indicates the expression of each cell. **b** Heatmap of expression of the genes enriched in expression in earlier stage-MLPs (E8, E8.25) and shown in all four stages. Row indicates the expression of each cell. **c** Heatmap of expression of the genes enriched in expression in intermediate (E9.5) and later stage MLPs (E10.5) and shown in all four stages. Row indicates the expression in each cell. **d** Violin plots of the expression of core genes (*Isl1, Mef2c, Nkx2-5, Mpped2*) in MLPs over time. **e** Violin plots of expression of early-MLP genes (*Aplnr, Nrg1, Irx1, Tbx1*) in MLPs over time. **f** Violin plots of expression of late-MLP genes (*Hand2, Gata6, Bmp4, Sema3c*) in MLPs over time. **g** Whole embryo RNAscope with *Isl1* (green)*, Nkx2-5* (red)*, Sema3c* (purple)*, Aplnr* (green), and *Tbx1* (red) at E9.5 (19 and 22 somites) and E10.5 (30 somites) to identify MLPs in the distal pharyngeal apparatus (*n* = 3 for each stage). Images on the right of each row are a composite of all three probes. V ventricle, OFT cardiac outflow tract, MLP, PA1-4 are indicated. Scale bar, 200 µm. **h** Cartoon of MLP transitions and cell allocation over time. The MLPs in the nascent pharyngeal mesoderm migrate dorsally and will differentiate to BrMs or ventrally and medially to CMs. Blue arrow indicates migration to form BrMs and red arrow(s) indicates migration to the poles of the heart to form CMs. The color spectrum from blue to yellow indicates differentiation from MLPs to their derivative cell types.

### The intersection of the *Tbx1* and *Mesp1* lineages helps to identify the CPM

*Tbx1* function in MLPs and roles in derivative CPM cells on a single-cell level are unknown. We therefore examined the *Mesp1* and *Tbx1* lineages in control embryos to understand how the CPM lineages compare in relation to *Tbx1*. The *Mesp1* lineage contributes more broadly to the embryonic mesoderm, while *Tbx1* is expressed in pharyngeal endoderm and distal pharyngeal ectoderm^31^, in addition to the CPM^32^. Although *Tbx1* is strongly expressed in the CPM, it is not expressed in the heart, neither in the FHF nor the caudal and medial pSHF at the timepoints analyzed^33–35^. The intersection of these two datasets defines the CPM more precisely.

The *Tbx1*^*Cre*^ allele has a knockin of *Cre* that inactivates one copy of the *Tbx1* gene. The *Tbx1*^*Cre*^ mice do not have cardiac or aortic arch defects in the SwissWebster background^36^. We then performed scRNA-seq of the *Tbx1*^*Cre*^ lineage at E9.5 and integrated this with data from the *Mesp1*^*Cre*^ lineage at the same stage to compare the characteristics of the two lineages (Fig. 4a–c and Supplementary Data 2). Data integration provides consistency in defining common cell types among different samples, in addition to removing batch effects^37^. We found that the CPM can be identified in both populations (Fig. 4a, bold font). As expected, the *Mesp1* lineage includes the FHF, which is not included in the *Tbx1* lineage, while the *Tbx1* lineage includes the pharyngeal epithelia and otic vesicle, not included in the *Mesp1* lineage (Fig. 4b, c). The relative proportions of CPM populations are shown in Fig. 4d. The pSHF in the *Mesp1*^*Cre*^ lineage includes the caudal pSHF with lung progenitors that is not included in the *Tbx1*^*Cre*^ lineage^31^. The MLPs are found in both lineages, marked by the expression of *Isl1*, *Aplnr*, *Tbx1*, and *Nrg1* (Fig. 4e). Therefore, the data from scRNA-seq using *Tbx1*^*Cre*^ help define the CPM better and serves as a replication for the data on the CPM from scRNA-seq using *Mesp1*^*Cre*^, which is relevant to *Tbx1* as shown in Fig. 4f.

**Fig. 4:**
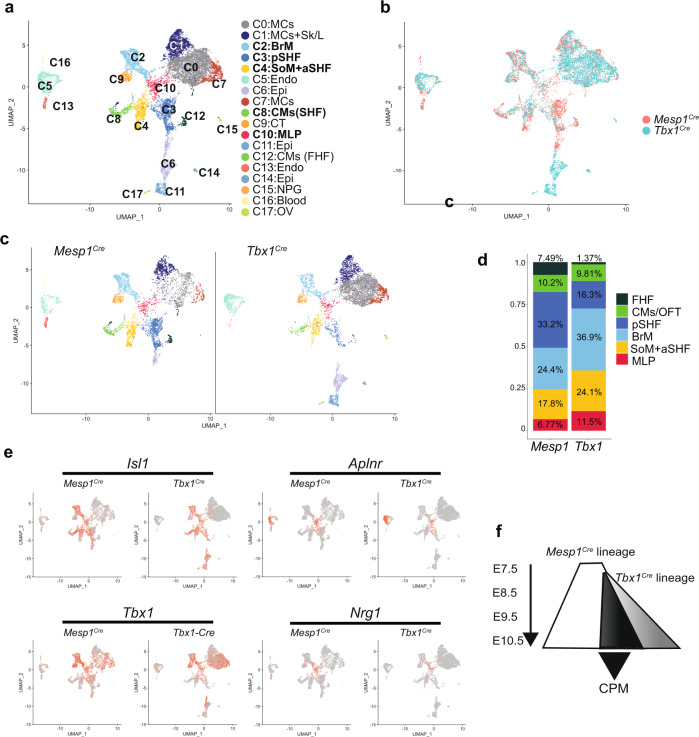
CPM clusters were found in both *Mesp1*^*Cre*^ and *Tbx1*^*Cre*^ lineages. **a** UMAP plot of integrated data of *Mesp1*^*Cre/+*^ and *Tbx1*^*Cre/+*^ scRNA-seq data at E9.5, colored by cluster. CPM clusters are shown in bold font. **b** UMAP plot colored by samples (*Mesp1*^*Cre*^, coral; *Tbx1*^*Cre*^, aqua). **c** UMAP plots, colored by cluster, separated by samples. **d** The ratio of cell populations of CPM lineages in *Mesp1*^*Cre/+*^ and *Tbx1*^*Cre/+*^ scRNA-seq data. A two proportion *Z* test was performed in each cluster with 95% confidence interval (MLP: *P* value = 2.27e-13; pSHF: *P* value = 2.2e-16; SoM/aSHF: *P* value = 2.72e-5; OFT + CMs: *P* value = 0.70). **e** UMAP plots for showing MLP marker genes, separated by samples. The color spectrum from gray to red indicates expression level from low to high. **f** Intersection of scRNA-seq data between the two *Mesp1*^*Cre*^ and *Tbx1*^*Cre*^ populations. Black triangle shows genes shared in both populations and this represents the CPM. Genes shared in both populations have been used for further study in this report. Genes expressed in one versus the other have not been further investigated.

### *Tbx1* regulates MLP development by promoting gene expression needed for differentiation and restricting the expression of non-mesodermal genes

*Mesp1*^*Cre*^ and *Tbx1*^*Cre*^ mediated *Tbx1* conditional null embryos have similar phenotypes, including hypoplasia of the caudal pharyngeal apparatus and a fully penetrant persistent truncus arteriosus^16,32^. This supports the utility of both *Cre* lines in this study and the importance of the mesoderm domain of *Tbx1* expression in mediating its function. We inactivated *Tbx1* in the *Mesp1* and *Tbx1* lineages (Fig. 5a, b) and performed scRNA-seq to ascertain how its loss affects the CPM, using both lineages as a comparison and replication for each other (Table 1). We generated embryos that were *Mesp1*^*Cre/+*^*;Tbx1*^*+/+*^ (*Mesp1*^*Cre*^ Ctrl) vs *Mesp1*^*Cre/+*^*;Tbx1*^*f/f*^ (*Mesp1*^*Cre*^ cKO) at E9.5 (Supplementary Fig. 1a, b, Fig. 5a, and Table 1) and performed two biological replicates. We also generated *Tbx1*^*Cre/+*^ (*Tbx1*^*Cre*^ Ctrl) vs *Tbx1*^*Cre/f*^ (*Tbx1*^*Cre*^ cKO) embryos at E8.5 and E9.5 (Supplementary Fig. 1c, d, Fig. 5b, and Table 1). The E8.5 stage used (8–10 somites) is only very slightly different from the E8.25 stage (6–7 somites) used for the *Mesp1*^*Cre*^ experiment (Table 1). As above, the *ROSA26-GFP*^*f/+*^ reporter was used to purify the lineages (Supplementary Fig. 1).

**Fig. 5:**
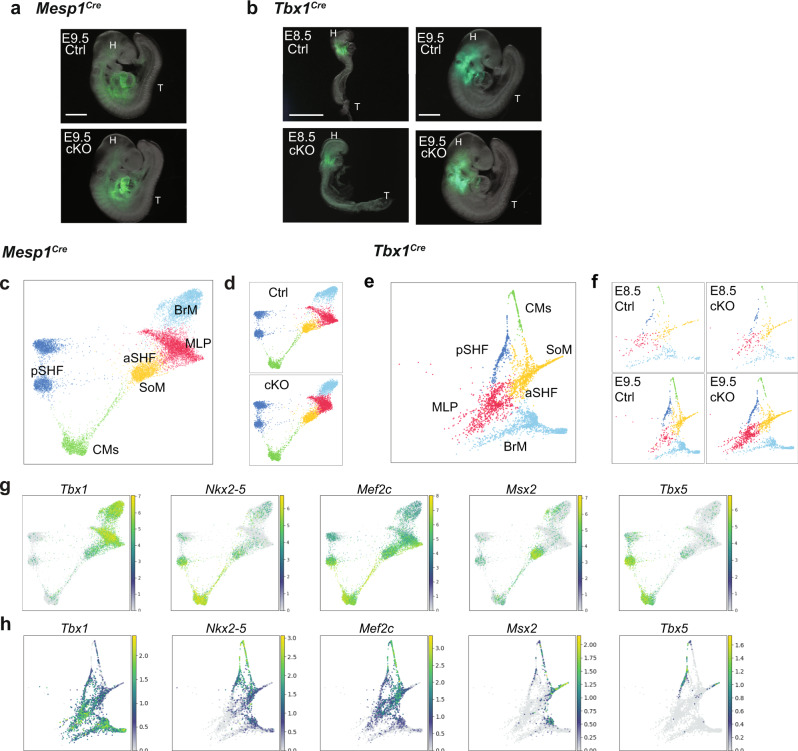
*Tbx1* is required for the progression of MLPs to more differentiated states. **a** Whole-mount embryo images with GFP fluorescence of *Mesp1*^*Cre*^*; ROSA26-GFP*^*f/+*^ (Ctrl; upper panel, similar to Fig. 1a) and *Mesp1*^*Cre*^*; ROSA26-GFP*^*f/+*^*;Tbx1*^*f/f*^ (cKO; lower panel) embryos at E9.5 used for scRNA-seq. The pharyngeal apparatus and heart were collected. The sorted GFP-positive cells were used for scRNA-seq. H head, T tail. Scale bar, 500 µm. **b** Whole-embryo images with GFP fluorescence of *Tbx1*^*Cre/+*^*; ROSA26-GFP*^*f/+*^ (Ctrl; upper panels) and *Tbx1*^*Cre/f*^*; ROSA26-GFP*^*f/+*^ (cKO; lower panels) embryos at E8.5 (left) and E9.5 (right) used for scRNA-seq. The upper half of the body was collected at E8.5. The pharyngeal apparatus and heart were collected at E9.5. Sorted GFP-positive cells were used for scRNA-seq. Scale bar E8.5 is 400 µm; E9.5 is 500 µm. **c** Single-cell embedding graph of the CPM populations from the integration of two replicates of *Mesp1*^*Cre*^ Ctrl vs cKO datasets colored by clusters. Definitions of clusters are the same as in Fig. 1, with the addition of SoM, somatic mesoderm. **d** Single-cell embedding graph separated by genotype. Upper panel, *Mesp1*^*Cre*^ Ctrl dataset. Lower panel; *Mesp1*^*Cre*^ cKO dataset. **e** Single-cell embedding graph of integration of CPM lineages from *Tbx1*^*Cre*^ Ctrl and cKO datasets at E8.5 and E9.5 colored by cell clusters. **f** Single-cell embedding graph separated by samples. Upper left and right, *Tbx1*^*Cre*^ Ctrl and *Tbx1*^*Cre*^ cKO dataset at E8.5. Lower left and right, *Tbx1*^*Cre*^ Ctrl and *Tbx1*^*Cre*^ cKO dataset at E9.5. **g**, **h** Single-cell embedding graph of the CPM lineages from integrated *Mesp1*^*Cre*^ Ctrl and cKO datasets (**g**) and *Tbx1*^*Cre*^ Ctrl and cKO datasets (**h**) colored by expression level (gray to blue, green, yellow, low to high).

With the conditional knockout data, we performed two integrated and clustering analyses; one for *Mesp1*^*Cre*^ Ctrl vs *Mesp1*^*Cre*^ cKO (two replicates; Supplementary Fig. 6 and Supplementary Data 3) and another for *Tbx1*^*Cre*^ Ctrl vs *Tbx1*^*Cre*^ cKO embryos (Supplementary Fig. 7 and Supplementary Data 4–5), and, then again focusing on the CPM. With increased resolution afforded by the single time point experiments, we found that the aSHF population is continuous with the somatic mesoderm (SoM; Fig. 5c–f). The SoM is adjacent to the aSHF and in embryos and gives rise to the ventral pericardial wall (expressing *Msx1, Msx2*, *Epha3*, but not *Nkx2-5*;^38^*Nkx2-5* and *Msx2* are shown in Fig. 5g, h).

The ratio of the number of MLPs compared to the total number of cells in each replicate of *Mesp1*^*Cre*^ Ctrl versus cKO shows a modest variation (first replicate of WT (WT1) is 0.07 (284/4046 cells), WT2 is 0.129 (912/7048) vs first replicate of cKO (KO1) is 0.101 (474/4689) and KO2 is 0.108 (1056//9750)), nonetheless, MLPs are present in both (Fig. 5c–f). To understand how *Tbx1* affects gene expression within the MLPs and derivative cell types leading to the observed phenotypes at later stages, we analyzed differentially expressed genes (DEGs) with the scRNA-seq datasets. We identified DEGs in each cluster in the two replicates of *Mesp1* Ctrl vs cKO embryos (Supplementary Data 4) and separately DEGs in *Tbx1*^*Cre*^ Ctrl vs *Tbx1*^Cre^ cKO embryos at E9.5 (Supplementary Data 6). The DEGs in the two *Mesp1*^*Cre*^ Ctrl vs cKO replicates overlapped significantly, and the final DEGs were from the pooled replicates. Furthermore, to focus on the most reproducible alterations, we examined only DEGs shared in both *Mesp1* replicates and between *Mesp1* and *Tbx1* scRNA-seq datasets at E9.5, which change in the same direction, with adjusted *P* value < 0.05 and have an absolute log2-fold change >0.25 (Fig. 6a). In the MLPs, we identified 651 DEGs; 468 genes were decreased and 183 were increased in both *Mesp1* and *Tbx1* cKO embryos at E9.5 (Fig. 6b, Supplementary Data Gene ontology (GO) analysis was used to identify enriched biological functions of the downregulated genes shared in both *Mesp1* and *Tbx1* cKO embryos (Supplementary Data 8). Genes affected in MLPs are involved in cell migration, organ development, and muscle development (Fig. 6c; e.g., *Sox9, Mef2c, Grem1*, *Hey1, Bmp7, Fgf10*; *Foxf1, Wnt5a*). *Mef2c*^39^, *Hey1*^40^, *Bmp7*^41^, *Fgf10*^3^, and *Wnt5a*^42,43^ are required for normal cardiac development. Enriched GO terms for the upregulated genes included axonogenesis such as *Bdnf*^44^ or *Pax6*^45^, inner ear development (placodal formation), and cell fate determination (Fig. 6d). Further, genes not normally expressed in the mesoderm at detectable levels were expressed, such as *Pax8*^46^ (Fig. 6d). The ratio of the number of *Isl1* and *Aplnr* expressing MLPs in *Mesp1*^*Cre*^ Ctrl embryos was reduced in *Tbx1* cKO embryos (WT1, 0.246 (70/284 cells); WT2, 0.214 (195/912) vs cKO1, 0.011 (5/474); cKO2, 0.004 (5/1,056)), while the ratio of the number *Pax8* expressing MLPs was dramatically increased (WT1, 0.011 (3/284 cells), WT2, 0.003 (3/912); cKO1, 0.395 (187/474); cKO2, 0.181 (191/1,056)), further indicating functional changes in MLPs.

**Fig. 6:**
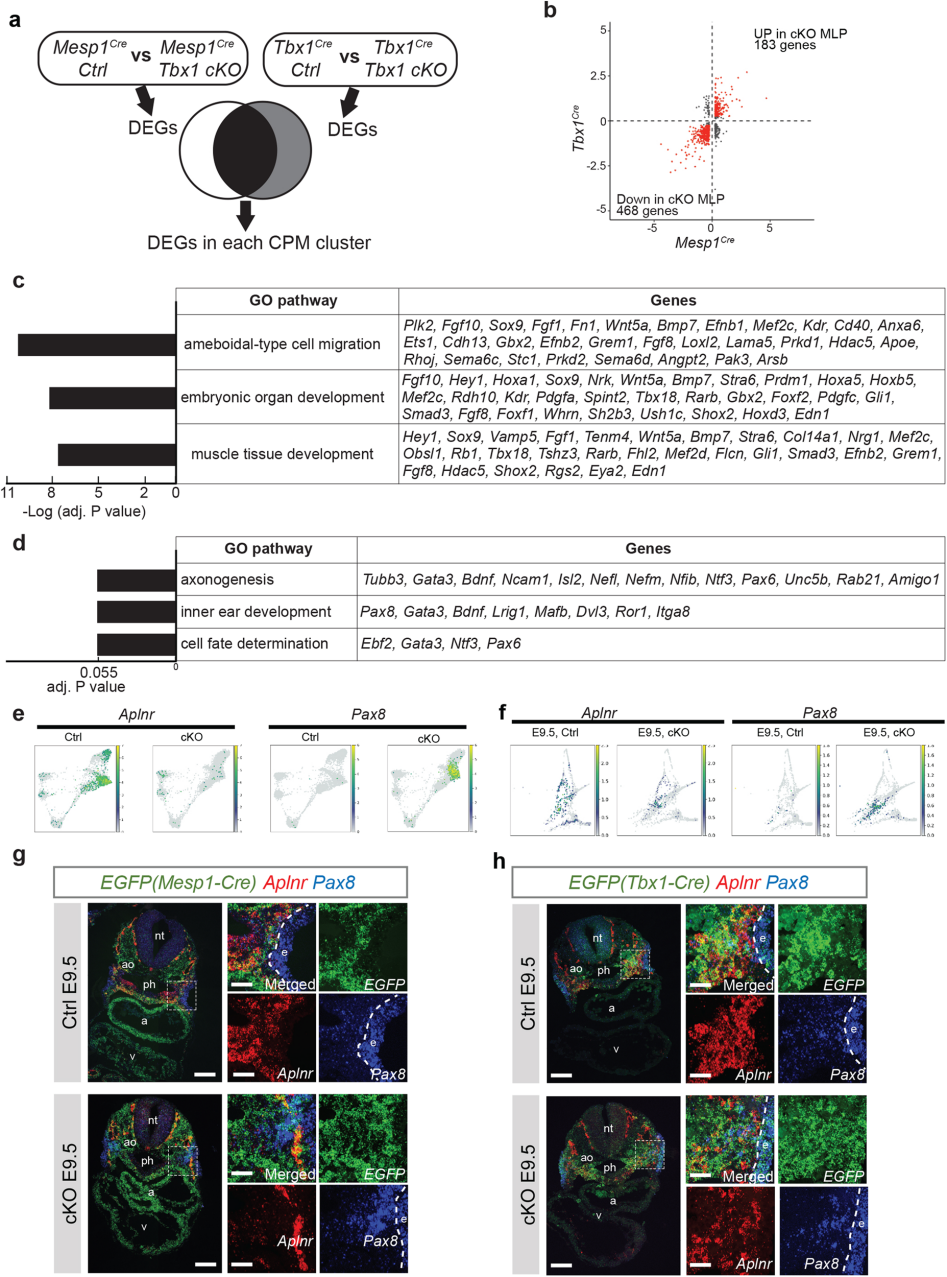
*Tbx1* is required in MLPs to promote lineage progression and restrict the expression of ectopic genes. **a** The cartoon of analysis strategy focus on DEGs in the CPM that are shared between both lineages (black). **b** Comparison of differentially expressed genes (DEGs) from *Mesp1*^*Cre/+*^*; ROSA26-GFP*^*f/+*^ (Ctrl) vs *Mesp1*^*Cre/+*^*; ROSA26-GFP*^*f/+*^*;Tbx1*^*f/f*^ (cKO) embryos at E9.5 and *Tbx1*^*Cre/+*^*; ROSA26-GFP*^*f/+*^ (Ctrl) vs *Tbx1*^*Cre/f*^*; ROSA26-GFP*^*f/+*^ (cKO) in MLPs. *X* axis indicates log2-fold change of *Mesp1*^*Cre*^ DEGs. *Y* axis indicates the log2-fold change of *Tbx1*^*Cre*^ DEGs. Each dot indicates a gene, and red indicates common DEGs with |log2-fold change | > 0.25 in both comparisons. **c**, **d** Enriched biological processes in gene ontology (GO) and related genes found in downregulated (**c**) or upregulated (**d**) genes in MLPs of *Tbx1* cKO. *X* axis indicates adjusted *P* values. **e** Single-cell embedding graph of the CPM lineages from *Mesp1*^*Cre*^ Ctrl and cKO at E9.5 separated by genotype and colored by expression level (gray to blue, green, yellow, low to high). **f** Single-cell embedding graph of the CPM lineages from *Tbx1*^*Cre*^ Ctrl and cKO at E9.5 datasets separated by genotype and colored by expression level (gray to blue, green, yellow, low to high). **g** RNAscope in situ hybridization with *EGFP* (green), *Aplnr* (red), and *Pax8* (blue) mRNA probes on the transverse section from *Mesp1*^*Cre/+*^*;ROSA26-GFP*^*f/+*^*;Tbx1*^*f/+*^ (Ctrl) embryos (upper panel; *n* = 3) and *Mesp1*^*Cre/+*^*;ROSA26-GFP*^*f/+*^*;Tbx1*^*f/f*^ (cKO) embryos (lower panel; *n* = 3) at E9.5. Scale bar, 100 µm. The white dotted line indicates the position in higher magnification images shown in the right. Scale bar, 30 µm. **h** RNAscope in situ hybridization with *EGFP* (green), *Aplnr* (red), and *Pax8* (blue) mRNA probes on the transverse section from *Tbx1*^*Cre/+*^*;ROSA26-GFP*^*f/+*^ (Ctrl) embryos (upper panel; *n* = 3) and *Tbx1*^*Cre/f*^*;ROSA26-GFP*^*f/+*^ (cKO) embryos (lower panel; *n* = 3) at E9.5. Scale bar, 100 µm. The white dotted line indicates the position in higher magnification images shown in the right (scale bar, 30 µm. a atrium, ao aorta, e ectoderm, nt neural tube, ph pharynx, v ventricle.

To confirm expression changes from the scRNA-seq experiments when *Tbx1* is inactivated, we checked the expression pattern of *Aplnr* and *Pax8* in vivo using RNAscope analysis. These genes are at the top fold change among DEGs decreased (*Aplnr)* or increased (*Pax8)* in the MLPs of *Mesp1*^*Cre*^ cKO vs Ctrl embryos, with consistent results in *Tbx1*^*Cre*^ Ctrl vs cKO embryos (Supplementary Data 7). Ectopic *Pax8* expression was observed in the MLPs of *Mesp1*^*Cre*^ and *Tbx1*^*Cre*^ cKO embryos (Fig. 6e, f and Supplementary Fig. 8). In serial transverse sections of both sets of cKO and control embryos at E9.5, reduced levels of *Aplnr* expression in the MLPs in the posterior pharyngeal apparatus were observed, while *Pax8* was increased in the same region containing EGFP + cells (Fig. 6g, h and Supplementary Fig. 9).

We next performed scRNA-seq of wild-type versus *Tbx1*^*−/−*^ embryos at E9.5, without cell sorting, as an independent replication for these experiments, and we found similar gene expression changes as when *Mesp1*^*Cre*^ or *Tbx1*^*Cre*^ lines were used for gene inactivation (Supplementary Fig. 10). We note that in this experiment, the ability to identify individual cell types is reduced due to the presence of other cell populations, nevertheless, we found similar changes in MLPs with this independent comparison. Overall, the three independent scRNA-seq datasets suggest that *Tbx1* promotes lineage maturation but restricts ectopic expression of non-mesodermal genes in MLPs.

In addition to MLPs, we examined DEGs in other CPM populations (BrM, SoM+aSHF, pSHF, and CMs; Supplementary Fig. 11 and Supplementary Data 9). Of interest, *Tbx1* is expressed strongly in the BrM populations. We found that there are 667 genes decreased and 163 increased in expression in the BrM population at E9.5 (Supplementary Fig. 11a). *Lhx2* and *Myf5* are representative genes that are specific for and downregulated only in the BrM populations (Supplementary Data 9). This suggests the potential of direct transcriptional regulation. We also identified DEGs in other CPM-derivative populations, where *Tbx1* is not strongly expressed (Supplementary Fig. 11), and examined GO pathways affected (Supplementary Fig. 12 and Supplementary Data 10). We compared DEGs specific for MLP versus derivative CPM populations (Supplementary Fig. 13a). Representative DEGs are decreased in MLPs and derivative cells include *Bmp7*, *Fgf10*, and *Foxf1*, suggesting that these changes continue in derivative populations (Supplementary Fig. 13b–d). Other DEGs are reduced only in derivative CPM populations, even where *Tbx1* is not strongly expressed (Supplementary Fig. 13a), suggesting indirect regulation and changes in cell fate acquisition.

### TBX1 defines a gene regulatory network in the MLPs for cardiac and BrM formation

To better understand how TBX1 regulates the expression of genes in the CPM at the chromatin level, we used two biological replicates of ATAC-seq experiments of *Tbx1*^*Cre/+*^ (*Tbx1* Ctrl) versus *Tbx1*^*Cre/f*^ (*Tbx1* cKO) mutant embryos (Supplementary Fig. 1c, d, Fig. 7a, Supplementary Fig. 14a–c, and Table 2). We chose stage E9.5 because this is when *Tbx1* expression is the highest and when the OFT is elongating^58^. The ATAC-seq peaks were separated into commonly accessible regions (CARs) or differentially accessible regions (DARs; FDR < 0.05, Fig. 7b and Supplementary Fig. 14d) between *Tbx1* Ctrl and *Tbx1* cKO mutant samples. Among 5872 DARs, 5859 decreased and 13 increased in chromatin accessibility in *Tbx1* cKO embryos (Supplementary Fig. 14d). To focus on the CPM, we next performed ATAC-seq on *Mesp1*^*Cre/+*^ cells in two biological replicates and used the peaks to exclude CARs and DARs that were found only in *Tbx1* control and *Tbx1* cKO samples, to eliminate changes in non-mesoderm lineages (Fig. 7c, d, gray regions). The remaining CARs and DARs are thus referred to as CARs-Mesp1 and DARs-Mesp1 (Fig. 7c, d). In DARs-Mesp1, several transcription factors binding motifs related to the heart or BrM differentiation including T-box motifs were enriched (Fig. 7e and Supplementary Data 11). More peaks in DARs-Mesp1 were found in distal intergenic regions than in CARs-Mesp1 (Supplementary Fig. 13e, f), suggesting that *Tbx1* inactivation has a large effect on the regulation of genes through putative enhancer regions.

**Fig. 7:**
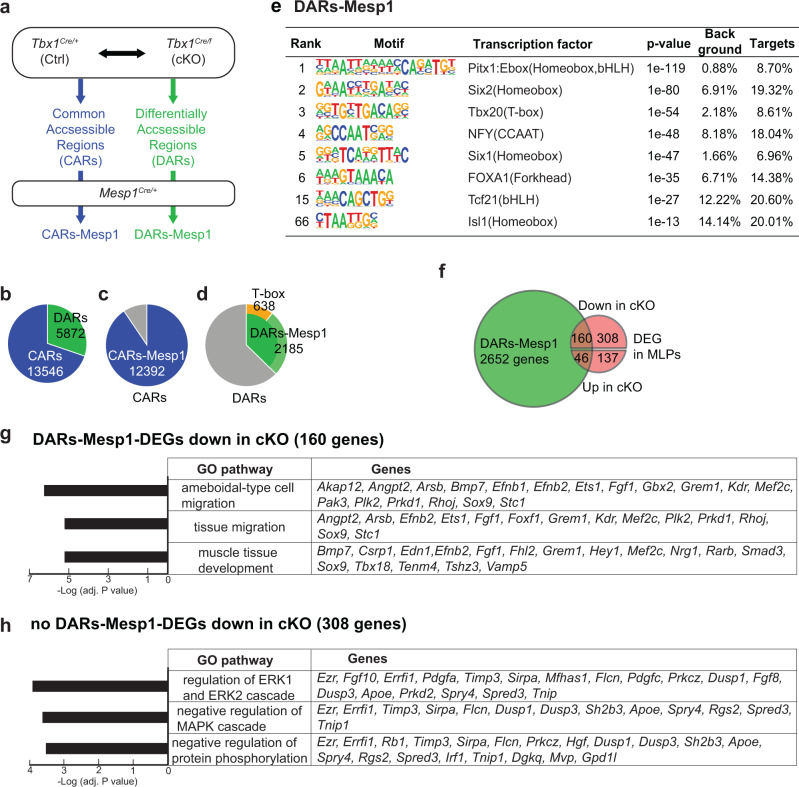
*Tbx1* affects gene expression and chromatin accessibility of MLPs. **a** Scheme of ATAC-seq data analysis. **b** Pie chart of ATAC-seq peaks of GFP + cells from *Tbx1*^*Cre/+*^*; ROSA26-GFP*^*f/+*^ (Ctrl) and *Tbx1*^*Cre/f*^*; ROSA26-GFP*^*f/+*^ (cKO) embryos at E9.5 (*n* = 3). A total of 13,546 peaks, defined as CARs, commonly accessible regions, were found in both *Tbx1*^*Cre*^ Ctrl and cKO datasets. A total of 5872 peaks, defined as DARs, differentially accessible regions, in which peak intensity was changed (FDR ≤ 0.05) between *Tbx1*^*Cre*^ Ctrl and cKO datasets. **c** Pie chart showing the intersection of CARs with ATAC-seq peaks of GFP + cells from *Mesp1*^*Cre/+*^*; ROSA26-GFP*^*f/+*^ embryos at E9.5 (*n* = 3). Among 13,546 CARs, a total of 12,392 peaks were also found to open in *Mesp1*^*Cre*^ lineages and thus referred to as CARs-Mesp1. **d** Pie chart showing the intersection of DARs with ATAC-seq peaks of GFP + cells from *Mesp1*^*Cre/+*^*;ROSA26-GFP*^*f/+*^ embryos at E9.5 (*n* = 3). Among 5872 DARs, 2185 were also found to open in *Mesp1*^*Cre*^ lineages and thus referred as DARs-Mesp1. Of the DARs-Mesp1 regions, 638 had a T-box motif. **e** The motifs found in DARs-Mesp1 regions by Homer (hypergeometric optimization of motif enrichment) with default settings. **f** Venn diagram of genes with ATAC-seq DARs-Mesp1 regions and DEGs in MLPs from scRNA-seq. Of the 770 DEGs in the MLPs, 160 genes showed decreased (*P* value < 2.2e-16) and 46 genes showed increased were found as DARs-Mesp1 (*P* value < 2.2e-16). **g** Enriched biological processes for the 160 genes with both DARs-Mesp1 and reduced expressed in *Tbx1* cKO MLPs. *X* axis indicates adjusted *P* values. **h** Enriched biological processes for the 308 genes with reduced expression in *Tbx1* cKO but without DARs-Mesp1. *X* axis indicates adjusted *P* values.

**Table 2:** Summary of ATAC-seq samples.

	No. of embryos	Somites	Cell number GFP( + )	Aligned peaks
Mesp1-Cre; GFPf/+				
E9.5-1	3	20–21	10,000	25,485
E9.5-2	2	19–21	10,000	30,535
E9.5-3	5	21–22	10,000	21,161
Tbx1-Cre;GFPf/+				
E9.5-1	5	19–22	10,000	49,490
E9.5-2	5	19–21	10,000	43,298
E9.5-3	5	19–21	10,000	47,013
Tbx1-Cre/f; GFPf/+				
E9.5-1	4	19–22	10,000	29,251
E9.5-2	3	21–22	10,000	24,042
E9.5-3	2	21	10,000	19,772

Next, we annotated DARs-Mesp1 (2185 peaks) to predicted target genes (2652 genes; Fig. 7f and Supplementary Data 12). A total of 160 of the 468 DEGs that were downregulated (down in cKO) in MLPs (Fig. 6b) were associated with DARs-Mesp1 (Fig. 7f, *P* < 1e-16, chi-square test). GO analysis of the 160 genes indicated that they are involved in cell migration and muscle development, important for the function of *Tbx1* (Fig. 7g). On the other hand, those without DARs-Mesp1 that were reduced in expression in mutant embryos were associated with the MAPK pathway and other functions (Fig. 7h). Of interest, *Tbx1* might indirectly affect MAPK signaling in the MLPs that were not detected by ATAC-seq analysis and this is potentially mediated by well-known *Tbx1*-dependent FGF signaling^47,48^.

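Chromatin bound by TBX1 was collected from whole mouse embryos in which the endogenous Tbx1 gene carries a sequence for a short Avi peptide at its 3' end. BirA, a bacterial biotin ligase expressed in the same embryos, attaches biotin to that peptide, so that the tagged protein and the DNA crosslinked to it can be captured on streptavidin. There was 1 condition, with 3 biological replicates of pooled embryos at embryonic day 9.5, and no sample without the tag was analysed here. From each replicate the authors trimmed the reads, aligned them to the mm9 mouse genome with Bowtie2 2.3.4, kept uniquely mapped reads without PCR duplicates and called peaks with MACS2 2.1.2.1 at its default settings. The peaks were called in each replicate separately and not on pooled reads. Replicates were therefore compared by the peaks they share, by ranks within each list and by correlations of fold enrichment across shared regions. No test compared the level of fold enrichment between lists. The deposited lists give each peak's start, end and summit, its fold enrichment over the background at the summit, and its p-value and q-value as −log10. These values are the authors' own and belong to single peaks. The lists are called here by the replicate number on the sample labels. The paper's replicate numbers are not tied to these lists, so no sequencing depth was assigned to a list. The deposited consensus list holds 255 regions after removal of blacklisted loci. Starting from these 4 lists, peaks of different replicates were called shared when they overlapped by at least 1 bp. Sequences and gene positions were taken from the NCBIM37 assembly, which is mm9, and from the GENCODE vM1 annotation of that assembly. The choices most open to change were the overlap that counts as shared, the q-value threshold and the weight of any single replicate.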

To determine which genes with DARs could be direct target genes of TBX1, we performed ChIP-seq with our new Avi-tagged *Tbx1* mouse line and created double homozygous mice harboring the biotin ligase (BirA) gene (*Tbx1*^*3’-Avi*^*;BirA*, Supplementary Fig. 15). We used input as background (sequencing depth replicate 1 is 26,318,633; replicate 2 is 29,821,823; replicate 3 is 33,965,309) to compare with peaks found by ChIP (sequencing depth replicate 1 is 28,070,687; replicate 2 is 32,561,521; replicate 3 is 32,907,512). We considered peaks found in at least two of the three replicates, each containing 20 embryos of 19–22 somites, with aligned peaks (replicate 1, 294; replicate 2, 128; replicate 3, 536 peaks) as high confidence TBX1-binding sites (Supplementary Fig. 16a–c). 

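The deposited lists held 146 peaks in replicate 1, 646 peaks in replicate 2 and 296 peaks in replicate 3. The median peak width was 213 bp, 215.5 bp and 213 bp, respectively, and the median fold enrichment was 6.51, 6.25 and 6.14. Fold enrichment ranged from 1.34 to 23.6 in replicate 1, from 1.30 to 28.8 in replicate 2 and from 1.49 to 18.6 in replicate 3. Merging overlapping peaks of the 3 lists gave 711 regions. Of these, 279 were covered by peaks of at least 2 replicates and 93 by peaks of all 3 replicates. Of these 279 regions, 3 had no peak of replicate 2, 36 had none of replicate 3 and 147 had none of replicate 1. Shared regions numbered 96 without replicate 2, 129 without replicate 3 and 240 without replicate 1. Fewer lists give fewer shared regions by construction. Of the 146 peaks of replicate 1, 131 (89.7%) overlapped a peak of replicate 2 and 97 (66.4%) a peak of replicate 3. Of the 296 peaks of replicate 3, 243 (82.1%) overlapped a peak of replicate 2. In the opposite direction, 129 (20.0%) of the 646 peaks of replicate 2 overlapped a peak of replicate 1 and 240 (37.2%) a peak of replicate 3. When the peaks of one list were placed at random on their own chromosomes 1000 times, none of the placements gave more than 2 overlapping peaks for any pair of replicates (one-sided permutation of positions, p = 0.001 for each pair, the smallest p that 1000 placements can give).

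**Figure D1:**
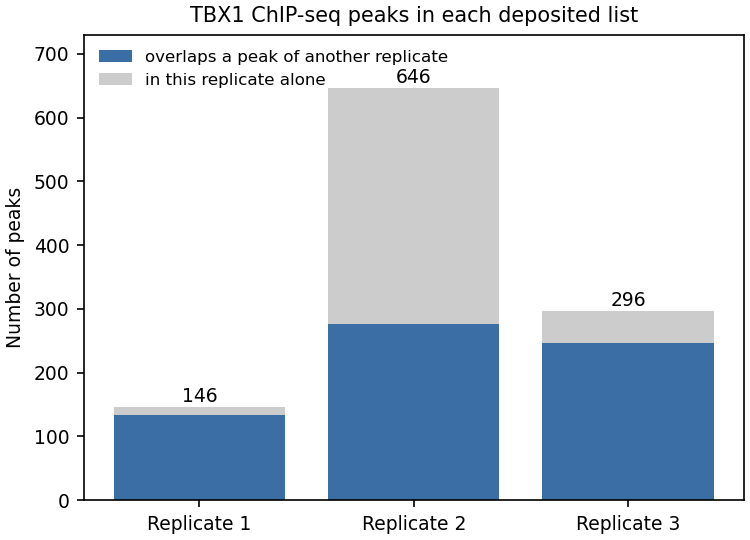
Number of TBX1 ChIP-seq peaks in each deposited list, with bars divided into peaks that overlap a peak of another replicate (blue) and peaks found in that replicate alone (grey). In replicate 2, 276 peaks overlap a peak of another replicate and 370 do not, against 134 and 12 in replicate 1 and 246 and 50 in replicate 3.

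Peaks shared with another replicate had the higher fold enrichment within each list. The median was 6.62 for shared and 4.01 for unshared peaks in replicate 1 (two-sided permutation test, p = 0.00516, adjusted p = 0.00516 over the 3 replicates by the Benjamini-Hochberg method). It was 7.82 and 5.86 in replicate 2 (permutation test, p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 3.0e-05). In replicate 3 it was 6.43 and 5.30 (permutation test, p = 7.8e-04, adjusted p = 0.00117). The difference in replicate 1 rests on 12 unshared peaks and was not past 0.05 when −log10 q-values were compared in place of fold enrichment (difference in median 2.77, permutation test, p = 0.0734). Across the regions with a peak in both replicates of a pair, the Spearman correlation of fold enrichment was 0.682 over 129 regions for replicates 1 and 2, 0.538 over 96 regions for replicates 1 and 3, and 0.595 over 240 regions for replicates 2 and 3. The Pearson correlation of log2 fold enrichment was 0.865, 0.686 and 0.739 (permutation test, p = 1e-05 for each of the 6 correlations). These correlations are across regions, which are not independent replicates. Restricted to regions with a peak in all 3 replicates, the Spearman correlation was 0.534, 0.531 and 0.687 for the same pairs. The regions correlated include loci outside the consensus list with a fold enrichment under 3 in some list. The correlations were not recalculated without these loci. Of the 255 regions of the consensus list, 87 overlapped a peak in all 3 deposited lists, 130 in exactly 2 lists, 35 in 1 list and 3 in none.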

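The 255 regions of the consensus list were between 222 and 1216 bp wide, with a median width of 346 bp and a median GC content of 50.4%. T-box proteins bind DNA through a conserved domain, and one form of their element contains the word GGTGTGA. Each region was searched on both strands of the NCBIM37 sequence for this word, for the word GGTGYTGACAG, in which Y is C or T and which forms the core of the Tbx20 motif in Supplementary Data 13, for its second part TGACAG, and for TGATTGAT, a word of PBX homeodomain proteins. The last 3 of these words match motifs with an excess in the paper's motif table for the same regions, so that their counts are not independent evidence of an excess. The same search was made in windows of the same width 5 kb to the right and to the left of each region. The median GC content of these windows was 44.8%, lower than that of the regions. TGACAG was in 139 regions (54.5%, 95% exact binomial interval 48.2 to 60.7) against 62 windows on the right (24.3%) and 66 on the left (25.9%). The difference was past the threshold on either side (exact McNemar test, p = 1.12e-11 and adjusted p = 4.48e-11 over the 4 words on the right, p = 2.06e-10 on the left). TGATTGAT was in 28 regions (11.0%) against 7 windows on the right and 4 on the left (exact McNemar test, adjusted p = 6.48e-04 on the right, p = 1.93e-05 on the left). GGTGYTGACAG was in 9 regions (3.53%) and in 0 windows on either side (exact McNemar test, adjusted p = 0.00521 on the right). GGTGTGA was in 5 regions (1.96%) against 10 windows on the right and 13 on the left, a difference that was not past the threshold (exact McNemar test, adjusted p = 0.302 on the right, p = 0.0963 on the left).

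**Figure D2:**
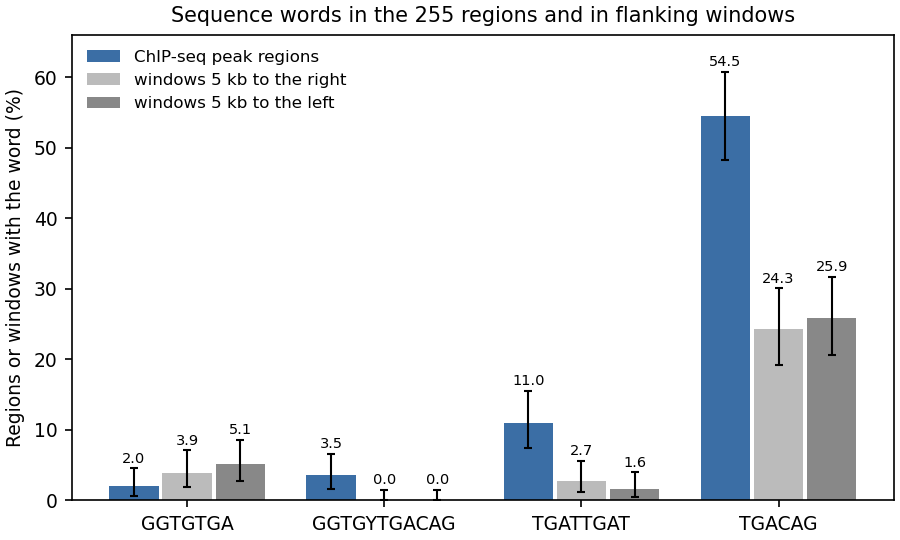
Share of the 255 ChIP-seq peak regions (blue) and of windows of the same width 5 kb to the right (light grey) and left (dark grey) that hold each of 4 sequence words on either strand, in percent. Error bars are 95% exact binomial intervals, and TGACAG is in 54.5% of the regions against 24.3% and 25.9% of the windows.

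The paper's own motif table, made with HOMER, counts the regions and the background sequences that match each of 414 motif entries. Fisher's exact test on these counts, adjusted over all 414 entries, gave an excess in the regions for 2 of the 9 T-box entries. The paper's count for Tbx20 was 83 regions (32.5%) against 2.75% of the background (adjusted p = 4.59e-60), and that for the combined T-box and Smad motif was 17 regions (6.67%) against 2.04% (adjusted p = 4.86e-04). Adjusted over the list alone, the number of T-box entries with an excess was also 2. The paper's count for Tbx5 was 93 regions (36.5%) against 36.1% of the background (Fisher's exact test, adjusted p = 1).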

Out of 255 peaks, 176 peaks had a T-box motif (Fig. 8a, Supplementary Fig. 16d, e, and Supplementary Data 13), supporting TBX1 occupancy; 104 peaks (41%) in the ChIP-seq data overlapped with DARs (Fig. 8a, b, *P* < 0.001, permutation test). Comparing *Tbx1* Ctrl and *Tbx1* cKO ATAC-seq data in 255 ChIP-seq peak regions, we found that these regions were mostly open and accessible in Ctrl embryos but closed in *Tbx1* cKO embryos (Fig. 8c and Supplementary Fig. 16f). Of the 255 ChIP-seq peaks, 151 (59%) did not show significant chromatin accessibility changes (i.e., overlapping with DARs), which include some TBX1-binding sites in closed regions that did not change in accessibility in the mutant data (Fig. 8c), suggesting a diverse role of TBX1 in promoting chromatin remodeling.

**Fig. 8:**
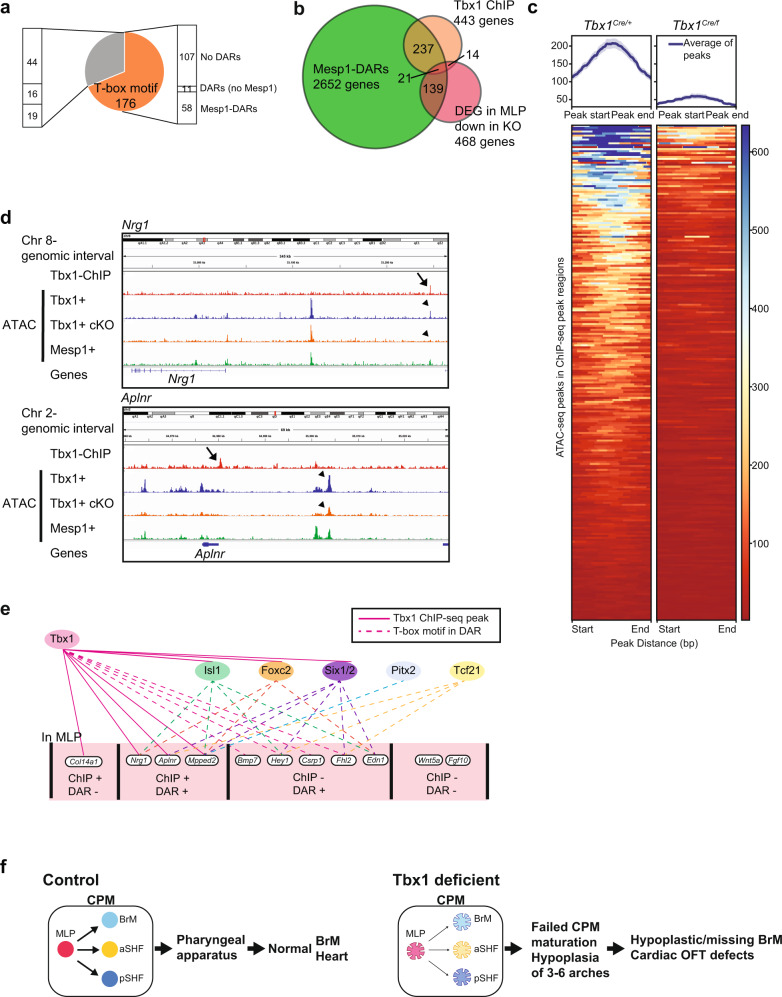
Open chromatin status in TBX1-binding regions in vivo was reduced in *Tbx1* cKO embryos. **a** Pie chart of TBX1 ChIP-seq peaks from three biological replicates. Among 255 ChIP-seq peaks, 176 had a T-box motif. The bar chart indicates peak intersection with ATAC-seq data. **b** Venn diagram for overlap of genes with ChIP-seq peaks or ATAC-seq DARs-Mesp1 regions or downregulated expression in *Tbx1* cKO MLPs (*P* value = 0.3924). **c** Average chromatin accessibility at ChIP-seq peaks. Left, ATAC-seq data from *Tbx1*^*Cre*^ Ctrl; right, ATAC-seq data from *Tbx1*^*Cre*^ cKO. Top, average ATAC-seq signal in TBX1 ChIP-seq peak regions; Bottom, heatmap of ATAC-seq read densities in TBX1 ChIP-seq peaks. Statistical significance (adj. *P* < 0.0009) of ChIP-seq peaks on ATAC-seq signal has been tested using enrichPeakOverlap present in ChIPseeker. **d** Genome browser snapshots including results from TBX1 ChIP-seq, ATAC-seq of *Tbx1*^*Cre*^ Ctrl, *Tbx1*^*Cre*^ cKO, and *Mesp* ^*Cre*^ lineages, at *Nrg1* (upper), *Aplnr* (lower) loci. Arrow indicates TBX1 ChIP-seq peak. Arrowhead indicates DARs. **e** A cartoon of the TBX1 regulation network in the MLPs and derivatives. Pink lines indicate TBX1 direct target genes from in vivo ChIP-seq. Dotted lines indicate genes with the TBX1 motif harboring DARs-Mesp1 from ATAC-seq analysis. The transcription factor genes indicated in different colors (*Isl1, Foxc2, Six1/2, Pitx2, Tcf21*) are representative family members sharing the same binding motif enriched in DARs-Mesp1. **f** A working hypothesis of MLP function with respect to *Tbx1*. In normal embryogenesis, MLPs provide progenitors that can form cardiac and BrM skeletal muscle. In *Tbx1* conditional null embryos, the cellular state of MLPs is disrupted by the loss of direct and indirect transcriptional regulation (shown as flower shape). This leads to failed formation of CPM derivatives, which causes BrM and cardiac OFT defects.

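Of the genes drawn in the network with a TBX1 ChIP-seq peak, Col14a1 had a region in an intron on chromosome 15 from 55331688 to 55332041, with a fold enrichment of 5.86 in replicate 2 and 7.50 in replicate 3 and no peak in replicate 1 in the deposited lists. Tbx1 itself had 2 regions on chromosome 16 with a peak in all 3 lists. One lay 72.0 kb downstream in an intron of Gnb1l (18509260 to 18509811), with a fold enrichment of 11.2, 14.5 and 10.4 in replicates 1, 2 and 3, and the other lay 13.5 kb upstream (18601602 to 18601958), with 9.11, 9.05 and 9.64. Bmp7, Hey1, Csrp1, Fhl2, Edn1 and Tcf21 had no assigned region. By its legend the network also holds genes drawn from a motif in a DAR, and such genes need no ChIP-seq peak. The nearest consensus region was 161.3 kb from the transcription start site for Tcf21 and 414.1 kb for Bmp7, and lay further away for Hey1, Csrp1, Fhl2 and Edn1. A peak of replicate 2 alone, outside the consensus list, lay 65.2 kb from the start of Fhl2 with a fold enrichment of 5.73.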

ChIP-seq peaks were annotated to predicted direct transcriptional target genes (443 genes, 470 peaks, Supplementary Data 14). 

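In the copy of Supplementary Data 14 used here, which holds 469 of the paper's 470 rows and 442 of the paper's 443 genes, 214 of the 255 regions were assigned to 2 genes and 41 to 1 gene by GREAT, which assigns a region to the genes on either side within a distance limit. Of the 469 pairs of a region and a gene, 35 (7.46%) had the region up to 5 kb from the transcription start site by the paper's distances, 129 (27.5%) between 5 and 50 kb, 253 (53.9%) between 50 and 500 kb and 52 (11.1%) over 500 kb. The median distance was 87.1 kb. Taking the nearer gene of each region, the median was 48.1 kb. By the GENCODE vM1 annotation of NCBIM37, the midpoints of 29 regions (11.4%) lay within 1 kb of a transcription start site, 104 (40.8%) in introns, 1 in a coding exon, 5 in noncoding exons or untranslated regions and 116 (45.5%) between genes. Counting promoters up to 3 kb raised the number of promoter regions to 42. Of the regions, 12 lay within 100 kb of another, against a mean of 5.57 in 1000 random placements on the same chromosomes (one-sided permutation of positions, p = 0.0719). Among the regions with a peak in all 3 lists, the highest mean percentile rank of fold enrichment within the lists (99.1) was found for chromosome 4, 140848767 to 140849429, which lies between genes and was assigned to Arhgef19 and Epha2. Its fold enrichment was 18.2, 28.8 and 15.9 in replicates 1, 2 and 3. The next were in an intron of Chd1 (chromosome 17, 15859557 to 15860181, mean rank 97.8, assigned to Chd1 and Rgmb) and an intron of Laptm5 (chromosome 4, 130488460 to 130489516, mean rank 97.7, assigned to Laptm5 and Matn1). The 10 highest ranks also included regions assigned to Trps1 and Eif3h, Plekha4 and Ppp1r15a, Sox9, Nectin1 and Thy1, Mctp2 and Rgma, Tbx1 and Rtl10, and Btbd9 and Zfand3. From the assignment of the peaks to genes, the paper predicts that these genes are direct transcriptional targets of TBX1.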

We then intersected the DEGs reduced in MLPs, the annotated genes from Mesp1-DARs and TBX1 ChIP-seq targets (Fig. 8b). 

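Supplementary Data 14 marks 26 regions as those of the 21 genes shared with the chromatin and expression data. Their peaks were not detectably stronger than those of other regions. The median of the mean percentile rank of fold enrichment was 65.0 over the 26 regions and 61.0 over the 226 other regions with a deposited peak (difference 3.97, two-sided permutation test, p = 0.527). The sign of this difference changed when replicate 2 was left out (difference -4.18, permutation test, p = 0.553) or replicate 3 was left out (difference -3.31, permutation test, p = 0.664). The mean rank was taken over the lists with a peak, so a missing peak did not lower it. Regions with a peak in 1 list alone have no rank when that list is left out, so the regions compared also changed. Of the 26 regions, 8 had a peak in all 3 deposited lists, 15 in exactly 2 lists and 3 in 1 list. By gene, 8 genes (Fn1, Rcsd1, Sox9, Trps1, Crybg3, Dopey2, Nrg1 and 6430573F11Rik, which is Trmt9b in the text) had a region with a peak in all 3 lists, and 10 genes (Daam1, Parvb, Fgf1, Slit1, Mpped2, Ppm1l, Crtc2, Tshz3, Efnb2 and Tbx18) reached 2 lists. The regions of Aplnr, Spon1 and B3galnt2 overlapped a peak of replicate 2 alone. By the GENCODE vM1 gene limits, 8 of the 26 regions lay within the gene, 11 upstream and 7 downstream. The region next to B3galnt2 (chromosome 13, 13952970 to 13953269) is marked in the table as that of B3galnt1, and the paper's list of 651 differentially expressed genes holds B3galnt1 and not B3galnt2. The table also assigns the Ppm1l region to B3galnt1, at 253423 bp from its transcription start site and without that mark, and this region had a peak in 2 lists. The other 20 genes are in that list under their own names with reduced expression.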

We found 21 known genes (Fig. 8b and Supplementary Data 14) common in all three datasets (*P* < 0.001; permutation test). Among them, eight had a DAR that overlapped with a TBX1 ChIP-seq peak (*Slit1*-intron, *Crybg3*-intron, *Nrg1*-upstream, *Trps1-*downstream, *Sox9*-upstream, *Trmt9b*-downstream, *Fn1*-upstream, and *Crtc2*-promoter region). 

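The TBX1 ChIP-seq regions of these genes are given here with the fold enrichment in each deposited list, and the DARs are the paper's, from a copy of Supplementary Data 12 that holds the first 1997 of 3609 rows and covers chromosomes 1, 2 and 10 to 19. In the intron of Slit1 on chromosome 19, the region from 41790734 to 41791044 had a fold enrichment of 9.65 in replicate 2 and 6.01 in replicate 3 and no peak in replicate 1, and all of its 311 bp lay in the paper's DAR from 41790659 to 41791200. The region in an intron of Crybg3 (chromosome 16, 59543310 to 59543848) had a fold enrichment of 6.77, 4.32 and 7.50 in replicates 1, 2 and 3 and shared 412 bp with the paper's DAR from 59543437 to 59544239. Upstream of Fn1, the region on chromosome 1 from 71884302 to 71884721 lay 184.5 kb from the gene, between genes. Its fold enrichment was 4.86, 13.2 and 7.70, and it shared 377 bp with the paper's DAR from 71884345 to 71884859. The Trps1 region (chromosome 15, 50967758 to 50968218) lay between genes, 246.2 kb upstream of Trps1, which is on the minus strand from 50486307 to 50721587. It was among the strongest of the consensus list, with a fold enrichment of 10.9, 20.7 and 14.6, and shared 460 bp with the paper's DAR from 50967759 to 50968257. Sox9 had 3 regions on chromosome 11. The one that shared 75 bp with the paper's DAR from 112144208 to 112144706 started at 112144632, 498.5 kb upstream of the gene, with a fold enrichment of 12.9 in replicate 2 and 8.57 in replicate 3. A second upstream region at 111985128 had a fold enrichment of 10.2, 18.1 and 13.2, and one at 113400843, downstream in an intron of Slc39a11, had 7.54 in replicate 2 and 7.14 in replicate 3. The part of the DAR table with Nrg1, Trmt9b and Crtc2 was not used here. The Crtc2 region (chromosome 3, 90058248 to 90058603) was at the promoter, with a fold enrichment of 6.37 in replicate 2 and 5.39 in replicate 3. Trmt9b had a region in an intron of the gene (chromosome 8, 37547426 to 37547844, fold enrichment 6.77, 10.5 and 10.2) and another 13.9 kb downstream (37591252 to 37591542, fold enrichment 5.43 in replicate 2 and 4.11 in replicate 3).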

Data is consistent with TBX1 binding to accessible chromatin in control embryos, but the interval is not accessible when *Tbx1* is inactivated. The rest had a DAR that did not overlap with a TBX1-binding site (*Fgf1, Aplnr, Tshz3, Rcsd1, B3galnt12, Ppml1, Spon1, Mpped2, Tbx18, Daam1, Parvb*); perhaps regulation is by long-range chromatin interaction with TBX1 binding. 

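Of these genes, Fgf1, Aplnr, Rcsd1, Mpped2, Daam1 and Parvb lie on chromosomes that the copy of the DAR table covers. The region by B3galnt2 also lies on a covered chromosome, 13, and the copy assigns no DAR to that gene. The Fgf1 region (chromosome 18, 39042144 to 39042438, in an intron of Fgf1 that also lies within Arhgap26) had a fold enrichment of 8.08 in replicate 2 and 6.79 in replicate 3, and the nearest DAR assigned to the gene by the paper was 35789 bp away. For Mpped2 the region on chromosome 2 from 106522629 to 106522906, 10.5 kb upstream of the gene, had a fold enrichment of 5.76 in replicate 2 and 6.25 in replicate 3, with 31747 bp to the nearest of the paper's 5 DARs. The nearest DAR to the Parvb region (chromosome 15, 84050416 to 84050773, fold enrichment 10.9 in replicate 2 and 4.11 in replicate 3) was 3115 bp away. Both Daam1 regions on chromosome 12 lay upstream, 287.1 kb and 21.7 kb from the gene, and over 100 kb from the paper's DAR. The first had a fold enrichment of 6.62 in replicate 1 and 8.08 in replicate 2, and the other 6.21 in replicate 1 and 6.48 in replicate 3. The Rcsd1 region in an intron of the gene (chromosome 1, 167631356 to 167631729, fold enrichment 5.10, 11.8 and 6.28 in replicates 1, 2 and 3) lay with all of its 374 bp inside the paper's DAR from 167631332 to 167631963. The Tbx18 region lay 0.109 kb past the 3' end of the gene (chromosome 9, 87597175 to 87597525), with a fold enrichment of 6.21 in replicate 1 and 9.24 in replicate 2. The Spon1 region, 1.56 kb upstream of the gene (chromosome 7, 120907473 to 120907946), had a fold enrichment of 5.08 in replicate 2 and no peak in the other lists, and the region by B3galnt2 had 2.56 in replicate 2 alone. The Tshz3 region (chromosome 7, 38326771 to 38327199), 768.3 kb downstream of the gene in an intron of Zfp536, had a fold enrichment of 12.0 in replicate 2 and 7.55 in replicate 3. The region in an intron of Ppm1l (chromosome 3, 69148753 to 69149968) had 8.21 in replicate 2 and 6.32 in replicate 3. The remaining genes of the list were Dopey2 and Efnb2. The Dopey2 region, in an intron on chromosome 16, had a fold enrichment of 6.02, 14.1 and 13.2 in replicates 1, 2 and 3. The nearest DAR assigned to Dopey2 was 18652 bp away. The further of 2 regions downstream of Efnb2 on chromosome 8 had 6.62 in replicate 1 and 5.72 in replicate 3. The nearer had 7.82 in replicate 2 and 5.28 in replicate 3.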

We show two representative examples, *Aplnr* and *Nrg1*, which are MLP enriched genes that are TBX1 direct transcriptional targets (Fig. 8d). 

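The TBX1-binding region of Nrg1 lies on chromosome 8 of NCBIM37 from 33246054 to 33246427, between genes. Nrg1 (ENSMUSG00000062991) is on the minus strand from 32928500 to 33119581 in GENCODE vM1, which places the region 126.5 kb upstream of the gene, and the paper's distance to the transcription start site is -217565 bp. All 3 deposited lists had a peak there, with a fold enrichment of 8.28 in replicate 1, 12.9 in replicate 2 and 7.16 in replicate 3 and a −log10 q-value of 11.0, 25.5 and 9.24. Its mean percentile rank of fold enrichment within the lists was 80.9. The reference sequence 50 bases to either side of the summit in replicate 2, at 33246250, is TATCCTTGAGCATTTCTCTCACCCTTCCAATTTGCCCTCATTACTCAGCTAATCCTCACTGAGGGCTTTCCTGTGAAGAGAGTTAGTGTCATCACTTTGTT. None of the words GGTGTGA, TGACAG and TGATTGAT was found in the region.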

In the *Nrg1* locus, the TBX1-binding region was closed in *Tbx1* cKO embryos. We examined the ENCODE ChIP-seq tracks in the UCSC genome browser tracks^49^. For *Nrg1*, the co-localized peak is within an ENCODE cis-regulatory element (cCRE) that is a poised enhancer in mouse embryonic heart^49^. 

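Aplnr (ENSMUSG00000044338) is annotated in GENCODE vM1 on the plus strand of chromosome 2 from 84976517 to 84980079. The consensus region assigned to it spans 84980335 to 84980635 and starts 0.255 kb past the 3' end of the gene, in intergenic sequence. The region overlapped a peak of replicate 2 alone, with a fold enrichment of 4.40 and a −log10 q-value of 3.86. That fold enrichment ranked at the 18.8th percentile of the peaks of replicate 2, and replicates 1 and 3 had no peak in the region in the deposited lists. The reference sequence 50 bases to either side of the summit at 84980416 is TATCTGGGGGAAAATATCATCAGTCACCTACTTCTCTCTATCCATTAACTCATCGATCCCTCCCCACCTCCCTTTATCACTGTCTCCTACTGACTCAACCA. The region held TGATTGAT and neither GGTGTGA nor TGACAG. The only DAR assigned to Aplnr in the copy of Supplementary Data 12 lies from 85003613 to 85004130 by the paper's coordinates, 22977 bp to the right of the region.

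**Figure D3:**
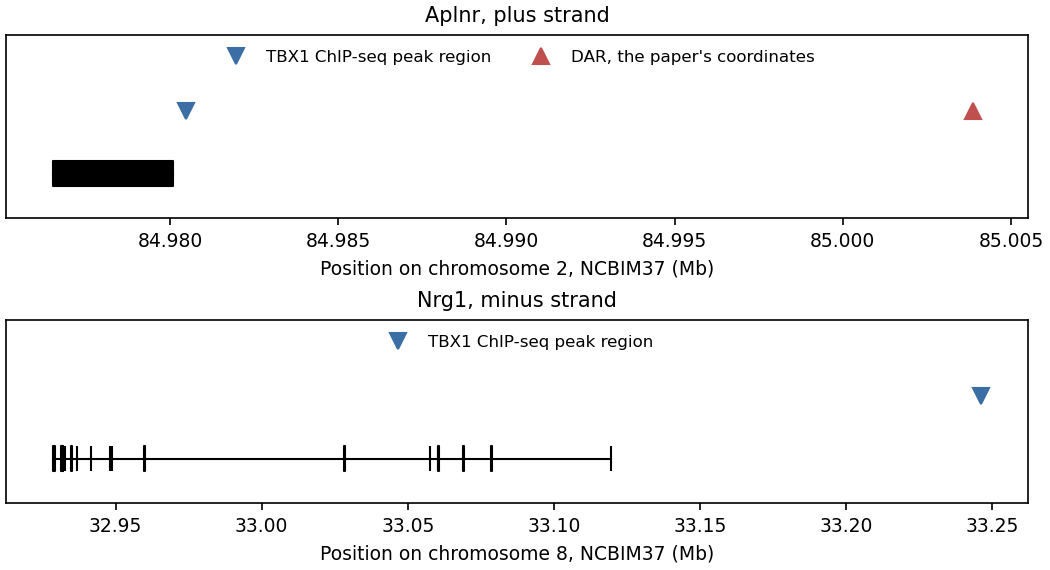
Maps of the Aplnr locus on chromosome 2 (upper) and the Nrg1 locus on chromosome 8 (lower), to scale in Mb of NCBIM37, with exons as black boxes, the TBX1 ChIP-seq peak region as a blue triangle and the DAR at the paper's coordinates as a red triangle. The Aplnr region lies 0.255 kb past the gene and 22977 bp from the DAR, the Nrg1 region lies 126.5 kb upstream of the gene, and the DAR at Nrg1 is not drawn because that part of the table was not used here.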

For the *Aplnr* gene region, the TBX1-binding site that is just downstream of the 3’UTR (Fig. 8d), is in an ENCODE cCRE that is a poised enhancer in mouse embryonic heart, but it was not in a DAR found in our data. The DAR that was identified in the *Aplnr* locus, is in an ENCODE cCRE (E0701748/enhD) and is an ATAC-seq peak region in the embryonic heart^49^. Overall, the regions found appear to be regulatory regions, but TBX1 might not always affect chromatin accessibility, indicating that multiple mechanisms of regulation occur.

Taking the results from the three types of functional genomic data in this report, we can generate a putative gene regulatory network for TBX1 function in the MLPs as summarized in Fig. 8e. Here, we distinguish four categories of genes potentially regulated by TBX1: (1) Direct target genes with or (2) without chromatin changes, and indirect target genes, (3) with chromatin changes, that contain transcription factor binding sites, and (4) without chromatin changes. Overall, we suggest that TBX1 with *Isl1, Fox, Six, Pitx*, and E-box proteins such as *Tcf21*, (Fig. 8e), act together to regulate the progression of MLPs to more differentiated states in the CPM.

## Discussion

In this report, we discovered a progenitor cell population within the CPM that we term MLP. We discovered that MLPs are localized bilaterally within the posterior nascent mesoderm of the pharyngeal apparatus. The MLPs function to both maintain a progenitor state and promote differentiation to derivative cell types as shown in the model in Fig. 8f. *Tbx1* is required for the MLPs to express critical genes for cardiac and BrM development, and to prevent ectopic expression of non-mesodermal genes, needed for maturation of the CPM-derivative cells (Fig. 8f). This is mediated by direct and indirect transcriptional regulation and chromatin accessibility allowing for cell state progression.

Previous work showed that the aSHF, pSHF, and BrM cells comprising the CPM, derive from a relatively small number of *Mesp1* expressing progenitor cells at gastrulation^8^. Based upon the work presented in this report, it is most likely that not all cells have committed to final CPM fates at gastrulation and MLPs provide a source of progenitors as the pharyngeal arches form. Retrospective clonal analysis has shown that there is a direct clonal relationship between progenitor cells that form the muscles of mastication and right ventricle, which are derived from the first pharyngeal arch, with distinct clones that forms both the OFT and facial expression muscles, from the second arch, while separate clones form the neck muscles and venous pole of the caudal pharyngeal arches, 3–6^9,30^. This suggests that different clones contribute to different arches. It is possible that MLPs are comprised of heterogenous progenitor cells that are allotted to individual arches and/or that they are exposed to different extracellular signals during development, conferring pharyngeal arch-specific fates.

The heart tube elongates from E8 to 10.5 by the deployment of progenitor cells to the OFT. It is known that cells deployed to the cardiac poles first arrive at the dorsal pericardial wall (DPW), just behind the heart tube^50^. Mesodermal cells lateral and behind the DPW are thought to be incorporated to the DPW and then to the poles of the heart^51^. The deployment of mesoderm cells to the DPW provides a pushing force as the epithelial transitioned cells move to the poles of the heart^51,52^. In *Tbx1* null mutant embryos, there are fewer cells in the DPW resulting in a shortened cardiac OFT^35,43,53^. We propose that MLPs comprise the dorsal population of mesoderm progenitor cells that are needed to allocate cells to the DPW. This is consistent with the reduction of *Wnt5a* expression in our data, as *Wnt5a* is a key downstream gene of *Tbx1*, required for their deployment^51,52^.

An anterior–posterior border is established in the DPW between *Tbx1* and *Tbx5* expressing cells, respectively, that provides cells to the poles of the heart^34^. Consistent with this, we found that there are few *Tbx5* expressing cells in the *Tbx1* lineage. Understanding the molecular mechanisms of how the anterior–posterior border is established is an active area of research^5,34^. We previously found that global inactivation of *Tbx1* results in increased expression of caudal pSHF genes such as *Tbx5* and cardiac muscle genes^20,54^. Data presented in this report and recently^34^, indicate that rather than changes in expression, there are instead cell population changes in *Tbx1* mutant embryos. Therefore, this scRNA-seq study discerns better between expression versus population changes depending on *Tbx1*, which is often a key challenge in interpreting developmental phenotypes. More work needs to be done in the future to better understand how these borders are formed and maintained.

In addition to deploying cells to the DPW and then to the heart, the MLPs express genes required for BrM formation in each arch. The BrMs form segmentally in a rostral to the caudal manner, in which the muscles of mastication form first from the first arch and the other muscles of the face and neck form thereafter from more caudal arches. The BrMs express myogenic regulatory transcription factors, including *Tcf21*, *Msc*, *Myf5*, and later *Myod1*^55^. In addition, transcription factor genes such as *Isl1*^11^, *Pitx2*^56^, *Tbx1*^19^, *Lhx2*^22^, and *Ebf* genes (*Ciona*^57^) are expressed in the CPM and are required for BrM formation. A subset of MLPs expressing *Tbx1* will later express BrM genes as they migrate to the core of the pharyngeal arches. These cells progressively express myogenic transcription factor genes as they become restricted to form BrM skeletal muscle cells. Besides the MLPs, *Tbx1* is also expressed in BrM progenitor cells, and therefore, some of the gene expression changes we observed in these cells might be due to *Tbx1* expression in the BrM progenitor cells themselves.

Although we focus on the CPM as it relates to cardiac and skeletal muscle development, it was shown that the CPM also contributes to mesenchyme of connective tissue, including cartilage in the neck^58^. Thus, it is possible that the MLPs could promote connective tissue fates in the craniofacial region that are dependent on *Tbx1*. Further work will be needed to assess their lineage relationships. Given that most patients with 22q11.2DS have craniofacial malformations in the face and neck, it is important to understand the developmental trajectories of *Tbx1*-dependent connective tissue progenitor cells.

A strength of this study is that we used two different *Cre* lines (*Mesp1*^*Cre*^ nor *Tbx1*^*Cre*^) and analyzed genes altered in both lines. This is because neither *Mesp1*^*Cre*^ nor *Tbx1*^*Cre*^ is sufficient to define the CPM, and further, both label non-relevant cell lineages. Since the cell number isolated from these embryos was relatively small, it is also possible that rare populations would be missed, so that using this strategy reduces the concern of under sampling. Further, there are limitations of using the *Tbx1*^*Cre*^ allele to compare with gene expression changes in *Tbx1*^*Cre*^ conditional null mutant embryos. In *Tbx1*^*Cre/+*^ control embryos, one copy of *Tbx1* is inactivated. However, we did not observe cardiac defects in *Tbx1*^*Cre*^ heterozygous embryos or *Tbx1*^*+/*−^ embryos in which a different region of *Tbx1* was inactivated, as maintained in the SwissWebster background. This is in comparison to *Tbx1* heterozygous mice as maintained in C57Bl/6, in which heterozygous mice have pharyngeal arch artery defects at reduced penetrance^16–18^. This suggests that the mild phenotype observed is not due to localized genetic modifiers in the *Tbx1* locus itself but rather the genetic background.

The effect of genetic background upon the pharyngeal arch artery phenotype of *Tbx1* heterozygous mice has been known for many years. Early work noted that the original 129 strain, in which the *Tbx1*^*Cre*^*, Tbx1*^*f/+*^, and *Tbx1*^*+/*−^ mutations were generated, has a suppressive effect upon the penetrance of such defects (similarly to SwissWebster), while the C57Bl/6 background has an enhancing effect, and research excluded that this modifying effect was due to modifications in the localized genomic region^59^. Further, we have not observed the presence of novel or unusual transcripts in the *Tbx1* locus in different alleles in our scRNA-seq data. Finally, this work uses the null phenotype to draw conclusions about the role of *Tbx1* in development, not the heterozygous phenotype. The null phenotype, as two decades of publications indicate, is remarkably similar across multiple genetic backgrounds. Therefore, the genetic background-dependence of the heterozygous phenotype would not affect the major conclusions of the manuscript.

Although there are likely some gene expression changes in *Tbx1*^*Cre/+*^ embryos versus wild-type embryos, we obtained similar findings when we directly compared scRNA-seq results from *Mesp1*^*Cre*^ versus *Tbx1*^*Cre*^ experiments. When taken together, using both *Mesp1*^*Cre*^ and *Tbx1*^*Cre*^ alleles and investigating changes that occurred only in both, allowed for a more complete analysis of the CPM with respect to *Tbx1*. We also performed a scRNA-seq experiment using wild-type versus *Tbx1*^*−/*−^ embryos at E9.5 and obtained comparable results.

To understand the molecular mechanisms of *Tbx1* function we performed ATAC-seq and TBX1 ChIP-seq. We generated a gene regulatory pathway downstream of *Tbx1* in MLPs that is required for the maturation of cells to CPM derivatives. We obtained robust data from the ATAC-seq experiments and found alteration of chromatin accessibility when *Tbx1* was inactivated, of which some harbored putative T-box-binding sites. The TBX1 ChIP-seq provided hundreds of direct target genes, of which some are also reduced in expression in mutant embryos and show a change in chromatin accessibility. 

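The number of regions bound was also counted at stricter q-values. With peaks of q under 0.01, 141 peaks remained in replicate 1, 623 peaks in replicate 2 and 288 peaks in replicate 3. With q under 1e-05 there were 103 peaks, 499 peaks and 221 peaks. Regions covered by peaks of at least 2 replicates numbered 273 and 207 at these thresholds, and those covered by all 3 replicates numbered 91 and 68.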

One note is that we identified hundreds rather than thousands of direct transcriptional targets that were expected based upon studies of other transcription factors. This could be because we used whole embryos for the ChIP-seq with lower tissue yield than microdissection. Nonetheless, the ChIP-seq data supports the ATAC-seq findings. Further, this work shows that both direct and indirect regulation occurs downstream from TBX1 because not all differentially accessible sites have T-sites, and not all differentially expressed genes have either differentially accessible sites or ChIP-seq peaks. Additionally, TBX1 protein can regulate the protein level of serum response factor, SRF without changing the expression level of RNA, thus there are possible other functions of TBX1 that do not involve binding to DNA^22^. We identified MAPK pathway genes are altered indirectly downstream of *Tbx1*, suggesting that this is a result of the alteration of well-known *Tbx1*-dependent FGF signaling^47,48^. A subset of genes found with differentially accessible regions in mutant embryos was expressed in MLPs as well as derivative cell types. This is particularly true for the BrM progenitor cells because this is where *Tbx1* is actively expressed.

By performing these multi-omic studies, we identified *Aplnr* and *Nrg1* among the genes enriched in expression in MLPs. *Aplnr* encodes the APJ/Apelin G-protein coupled receptor that binds Apelin or Elabela/Toddler peptide ligands that have many embryonic and adult functions^60^. In zebrafish, knockdown of *Aplnr* disrupts normal migration of cells during gastrulation including that of cardiac progenitors resulting in severe defects^61,62^. Unexpectedly, their role in early embryogenesis is not recapitulated fully in mouse models, implicating perhaps functional redundancy with other G-protein-coupled receptors or ligands^63^. *Aplnr* is expressed in the CPM, and from stem cell studies, has a role in cardiomyocyte development^27^. *Nrg1* is also of particular interest. In contrast to *Aplnr, Nrg1* is not expressed in the DPW. *Nrg1* encodes an EGF family ligand that binds to ErbB receptor tyrosine kinases and has multiple roles in cardiac development and function^28,64^. Interestingly, both *Aplnr* and *Nrg1* are direct target genes of TBX1 based on our ATAC-seq and ChIP-seq results, however, more work will need to be done to know whether these genes have functional importance in MLPs or in relation to *Tbx1*.

Among the genes that were differentially expressed and differentially accessible in *Tbx1* conditional null embryos are *Isl1*^20,65^, *Foxc2*^66,67^ *Six1*/*Six2*^48^, *Pitx2*^56,68^, and *Tcf21*^22^. 

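Isl1, on the minus strand of chromosome 13 from 117088478 to 117099896, had 1 assigned region in the consensus list, 437.5 kb downstream of the gene between 116650626 and 116650997. It lay between genes and had a fold enrichment of 9.94 in replicate 1, 20.3 in replicate 2 and 9.49 in replicate 3, a mean percentile rank of 92.4 within the lists. Foxc2, on the plus strand of chromosome 8, had 2 regions downstream. The nearer, at 110.7 kb (123753527 to 123753870), had a fold enrichment of 8.28, 9.24 and 5.12, and the further, at 354.0 kb (123996799 to 123997157), had 10.2 in replicate 2 and 5.80 in replicate 3 with no peak in replicate 1. Both lay in introns of the annotated gene Gm20388. The Six2 region (chromosome 17, 86087668 to 86087975) was at the promoter, 0.073 kb upstream of the gene, and had the lowest rank of these regions (39.9), with a fold enrichment of 5.75, 7.52 and 4.11.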

*Isl1*, *Foxc2*, and *Six2* may be direct transcriptional target genes of TBX1 based upon ChIP-seq analysis. Some known downstream genes of *Tbx1* were not identified in the multi-omic data, such as *Wnt5a*^69^, *Fgf10*^70,71^, and *Nkx2-5*, possibly due to low transcript abundance, incomplete set of TBX1 target genes from ChIP-seq, or non-autonomous functions in neighboring CPM cells.

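In the ChIP-seq data, no consensus region was assigned to Wnt5a, Fgf10 or Nkx2-5. The consensus region nearest to the transcription start site was 560.4 kb away for Wnt5a, 2807.8 kb for Fgf10, where it is the region assigned to Isl1, and 2556.6 kb for Nkx2-5. Over all peaks of the 3 deposited lists, the nearest to Wnt5a was a region of replicates 2 and 3 at 460.3 kb (chromosome 14, 29778093 to 29778309), and the nearest to Nkx2-5 was a peak of replicate 2 alone at 795.0 kb. The lists give only called peaks, so a weaker signal near these genes would not be seen in them.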

The distal pharyngeal apparatus is hypoplastic when *Tbx1* is inactivated in the mesoderm^72^. This is in part because the loss of *Tbx1* severely affects pharyngeal endoderm-mediated segmentation^36^ affecting neighboring neural crest cell populations^72^. These functions are non-autonomous between the CPM and neural crest cells, given that *Tbx1* is not expressed in neural crest cells that contribute to OFT septation^73^. It is possible that altered signaling from affected pharyngeal endoderm cells or lack of neural crest cells could influence MLP or CPM differentiation, besides cell or tissue autonomous effects.

Global inactivation of *Tbx1* results in a persistent truncus arteriosus and hypoplastic muscles of mastication and failure to form the facial/neck muscles^16,19,74^. Here, we report the existence of a mesodermal cell population termed MLPs. We show that inactivation of *Tbx1* results in dysregulation of gene expression in MLPs affecting their cellular state. Once this occurs, differentiation is affected as well as signaling to adjacent cells thereby altering migration and/or survival of derivative CPM cells leading to the observed phenotypes. The MLPs are thus a continuous but evolving source of CPM cells that is maintained during the development of the pharyngeal apparatus and plays a critical role in craniofacial and cardiac development as well as pathology.

## Methods

### Mice

All experiments using mice were carried out according to regulatory standards defined by the National Institutes of Health and the Institute for Animal Studies, Albert Einstein College of Medicine (https://www.einsteinmed.org/administration/animal-studies/), IACUC protocol is #0000-1034.

The following mouse mutant alleles used in this study are: *Mesp1*^*Cre*^^7^, *Tbx1*^*Cre*^^75^, *Tbx1*^*f/f*^^76^, *Tbx1*^*+/-*^^76^, *ROSA26-GFP*^*f/f*^ (RCE: loxP)^77^. *Tbx1*^*Cre/+*^, *Tbx1*^*f/+*^, *Mesp1*^*Cre/+*^, and *ROSA26-GFP*^*f/+*^, single heterozygous mice have been backcrossed in SwissWebster strain for over 15 generations. The *Tbx1*^*f/f*^, *ROSA26-GFP*^*f/f*^*,* and *ROSA26-GFP*^*f/f*^*;Tbx1*^*f/f*^ homozygous mice were inter-crossed in brother × sister crosses for over 20 generations and constitute inbred lines. The breeding strategies for all the experiments are illustrated in Supplementary Fig. 1. For lineage tracing in *Tbx1* conditional knockout embryos, *ROSA26-GFP*^*f/f*^*;Tbx1*^*f/f*^ and *ROSA26-GFP*^*f/f*^*;Tbx1*^*f/+*^ mice were generated by inter-crossing *Tbx1*^*f/f*^ and *ROSA26-GFP*^*f/f*^ mice. To generate *Mesp1*^*Cre/+*^*;ROSA26-GFP*^*f/+*^ embryos, *Mesp1*^*Cre/+*^ male mice were crossed with *ROSA26-GFP*^*f/f*^ female mice (Supplementary Fig. 1a). To generate *Mesp1*^*Cre/+*^*;ROSA26-GFP*^*f/+*^*;Tbx1*^*f/f*^ mutant embryos, *Mesp1*^*Cre/+*^ knock-in mice were crossed with *Tbx1*^*f/f*^ mice to obtain *Mesp1*^*Cre/+*^*;Tbx1*^*f/+*^ male mice, then crossed with *ROSA26-GFP*^*f/f*^*;Tbx1*^*f/f*^ female mice (Supplementary Fig. 1b). The littermates with *Mesp1*^*Cre/+*^*; ROSA26-GFP*^*f/+*^*;Tbx1*^*f/+*^ were used as the Ctrl in RNAscope experiments. To generate *Tbx1*^*Cre/+*^*;ROSA26-GFP*^*f/+*^ and *Tbx1*^*Cre/f*^*;ROSA26-GFP*^*f/+*^ embryos for scRNA-seq and ATAC-seq, *ROSA26-GFP*^*f/f*^ female mice and *ROSA26-GFP*^*f/f*^*;Tbx1*^*f/f*^ female mice were crossed with *Tbx1*^*Cre/+*^ male mice, respectively (Supplementary Fig. 1c, d). For RNAscope analysis, littermates were used from a cross of *Tbx1*^*Cre/+*^ male mice and *ROSA26-GFP*^*f/f*^*;Tbx1*^*f/+*^*;* female mice (Supplementary Fig. 1e). All the mice are maintained on the SwissWebster genetic background. The PCR strategies for mouse genotyping have been described in the original papers and are available upon request.

To generate *Tbx1*^*3’-Avi*^ mice, Avidin (Avi) was inserted using CRISPR/Cas9 genomic engineering in the Gene Modification Facility of Albert Einstein College of Medicine. A guide RNA (gRNA) targeting to the 3’ last exon of *Tbx1* (5’-gcgcgcgggcgcactatctgggg-3’) was designed by Guide Design Resources (http://crispr.mit.edu/) and generated by in vitro transcription^77^. Cas9 mRNA was purchased from SBI. *Tbx1*^*3’-Avi*^ homology directed repair (HDR_ vector containing the 60 nt homologous arms (5’-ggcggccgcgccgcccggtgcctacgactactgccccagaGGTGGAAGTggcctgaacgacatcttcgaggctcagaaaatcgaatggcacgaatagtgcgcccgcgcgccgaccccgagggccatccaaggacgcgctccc-3’) at each side surrounding the Avi tag was synthesized chemically from IDT. Super-ovulated female C57BL6 mice (3–4 weeks old) were crossed with C57BL/6 males, and fertilized embryos were collected from oviducts. The gRNA, Cas9 mRNA and *Tbx1*^*3’-Avi*^ HRD vectors were mixed and microinjected into the cytoplasm of fertilized eggs. The injected zygotes were transferred into pseudopregnant CD1 females, and the resulting pups were obtained. For genotyping, 311 bp (wild-type) and 365 bp (*Tbx1*^*3’-Avi*^) bands were observed with *Tbx1*^*3’-Avi*^ F4: 5’-gcagccaacgtgtactcgtc-3’ and *Tbx1*^*3’-Avi*^ R2: 5’-gccggtgcagtatctacagt-3’ primer pair. After several backcrosses with Swiss Webster mice, *Tbx1*^*3’-Avi*^ mice were crossed with *FVB;129P2-Gt(ROSA)26Sor*^*tm1.1(BirA)Mejr*^*/J* (*BirA*) mice from the Jackson laboratory to obtain *Tbx1*^*3’-Avi*^*;BirA* double homozygous mice.

The embryos at E8.0–E10.5 determined by standard somite counts, were used for all the experiments. We did not genotype for sex and we used both male and female embryos for all the experiments.

### scRNA-seq

The embryos at E8.0–10.5 were isolated and GFP-positive embryos were selected under a SteREO Discovery.V12 microscope (Carl Zeiss, Jena, Germany) in ice-cold DPBS with Ca^2+^ and Mg^2+^ (GIBCO, Cat# 14040-133). The rostral half of the embryos were collected at E8.0, E8.25, and E8.5. The pharyngeal apparatus with heart was collected at E9.5 and E10.5, as shown in Fig. 1b. The microdissected tissues were kept on ice and pooled in DMEM (4 °C, GIBCO, Cat# 11885-084) until all the dissections were completed. Following centrifugation (4 °C, 100 × *g*, 5’; ‘ is minutes) and removal of DMEM, tissues were incubated with 0.25% Trypsin-EDTA (GIBCO, Cat# 25200-056) with Dnase I (50 U/ml) (Millipore, Cat# 260913-10MU), 10’ at RT. Then FBS (heat-inactivated, ATCC, Cat# 30-2021) was added to stop the reaction. After centrifugation (4 °C, 300 × *g*, 5’), the cells were resuspended in PBS w/o Ca^2+^ and Mg^2+^ (Corning, Cat# 21-031-cv) with 10% FBS and passed through the 100-µm cell strainer. DAPI (Thermo Fisher Scientific, Cat# D3571) was added before cell sorting. The GFP + DAPI− cells were sorted with the BD FACSAria II system (Becton, Dickinson Biosciences, Franklin Lakes, NJ) with BD FACSDiva 8.0.1 software (Becton, Dickinson Biosciences). The sorted GFP-positive cells were centrifuged (4 °C, 300 × *g*, 5’), and resuspended in 50 µl PBS w/o Ca^2+^ and Mg^2+^ with 10% FBS. After measuring cell number and cell viability, the cells were loaded in a 10x Chromium instrument (10x Genomics, Pleasanton, CA) using Chromium Single Cell 3’ Library & Gel Bead Kit v2 (10x Genomics, Cat# PN-120237) or Chromium Next GEM Single Cell 3’ GEM, Library & Gel Bead Kit v3.1 (10x Genomics, Cat# PN-1000121) according to the manufacturer’s instructions (Genomics Core Facility). The concentrations of the libraries were measured with Qubit®2.0 Fluorometer (Thermo Fisher Scientific, Waltham, MA) using Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific, Cat# Q32851). The details of each sample are provided in Table 1.

### ATAC-seq

The ATAC-seq method has been previously described^78^; however, we provide details in this section. The embryos at E9.5 were isolated from a euthanized mother. GFP-positive embryos were selected under a SteREO Discovery.V12 microscope in ice-cold DPBS with Ca^2+^ and Mg^2+^ (GIBCO, Cat# 14040-133). The pharyngeal apparatus without the heart was collected and pooled in DMEM (GIBCO, Cat# 11885-084) until all the dissections were completed. Following centrifugation (4 °C, 100 × *g*, 5’) and removal of DMEM, tissues were incubated with 0.25% Trypsin-EDTA (GIBCO, Cat# 25200-056) with Dnase I (50 U/ml) (Millipore, Cat# 260913-10MU), 10’ at RT. Then FBS (ATCC, Cat# 30-2021) was added to stop the reaction. After centrifugation (4 °C, 300 × *g*, 5’), the cells were resuspended in PBS w/o Ca^2+^ and Mg^2+^ (Corning, Cat# 21-031-cv) with 3% FBS and passed through the 100-µm cell strainer. DAPI (Thermo Fisher Scientific, Cat# D3571) was added before the cell sorting. The GFP + DAPI- cells were sorted with the BD FACSAria II system (Becton, Dickinson and Company, Franklin Lakes, NJ). The sorted cells were centrifuged (4 °C, 800 × *g*, 5’), and washed with PBS w/o Ca^2+^ and Mg^2+^. After centrifugation (4 °C, 800 × *g*, 5’), cells were resuspended with ice-cold Lysis buffer which contained 10 mM Tris-HCl pH 7.4 (Thermo Fisher Scientific, Cat# BP152-1), 10 mM NaCl (Thermo Fisher Scientific, Cat# AM9760G), 3 mM MgCl_2_ (MilliporeSigma, Cat# M9272) and 0.1% Igepal CA-630 (MilliporeSigma, Cat# I8896). Following centrifugation (4 °C, 1000 × *g*, 5’), nuclear pellets were incubated with Tn5 transpose from the Nextera DNA Sample Preparation Kit (Illumina, Cat# FC-121-1030) for 37 °C, 30’. Transposed DNA was purified using the MinElute PCR purification kit (QIAGEN, Cat# 28004), according to the manufacturer’s instructions. The transposed DNA was amplified with NEB Net High Fidelity 2× PCR master mix, PCR primer cocktail, and two index primers from the Nextera Index Kit (Illumina, Cat# FC-121-1011). PCR conditions for amplification is one cycle 5’ 72 °C, 30” (seconds) 98 °C, 12 cycle 10”, 98 °C, 30”, 63 °C, 1’, 72 °C. PCR products were purified using the MinElute PCR purification kit. DNA concentration was measured with a Qubit®2.0 Fluorometer using Qubit dsDNA HS Assay Kit. DNA qualities were analyzed with a Bioanalyzer (Agilent Technologies, Santa Clara, CA).

### ChIP-seq

Whole embryos from *Tbx1*^*3’-Avi*^*;BirA* double homozygous embryos or *BirA* homozygous embryos (Ctrl) at E9.5 were collected and minced in ice-cold PBS. After centrifugation (4 °C, 200 × *g*, 5’), tissues were cross-linked with 1% formaldehyde (Thermo Fisher Scientific, Cat# 28906), 30’ at RT. A total of 2.5 M glycine (MilliporeSigma, Cat# G8898) was added at a final concentration 0.125 M to stop the reaction. After the tissues were washed with PBS, and centrifuged (4 °C, 200×*g*, 5’), the pellets were frozen in dry ice and stored at −80 °C. We used 20 embryos for one sample and performed three biological replicates. The frozen tissues were homogenized by BeadBug Microtube Homogenizer (Benchmark Scientific, Edison, NJ) in Lysis buffer, which contained 50 mM Hepes pH 7.5 (MilliporeSigma, Cat# H0887), 140 mM NaCl, 1 mM EDTA (MilliporeSigma, Cat# E7889), 10% Glycerol (MilliporeSigma, Cat# 4750-OP), 0.5% IGEPAL^®^ CA-630 (MilliporeSigma, Cat# I8896), 0.25% TritonX-100 (MilliporeSigma, Cat# X100) and Protease Inhibitor cocktail (MilliporeSigma, Cat# P8340). Samples were incubated on ice for 10’. After centrifugation (4 °C, 2000 × *g*, 5’), extracted nuclei were washed in Wash buffer containing 10 mM Tris-HCl pH 8.0 (MilliporeSigma, Cat# T2694), 200 mM NaCl, 1 mM EDTA pH 8.0, 0.5 mM EGTA pH 8.0 (MilliporeSigma, Cat# E3889) and Protease Inhibitor Cocktail. Then the nuclei were resuspended in Shearing buffer containing 10 mM Tris-HCl pH 8.0, 1 mM EDTA pH 8.0, 0.1% SDS (BIO-RAD, Cat# 1610418), and Protease Inhibitor Cocktail. Resuspended nuclei were sonicated with a S2 Focused-ultrasonicator (Covaris, Inc., Woburn, MA). After sonication, 10% TritonX-100 and 5 M NaCl were added to sheared chromatin in a final concentration of 1% TritonX-100 and 150 mM NaCl. Dynabeads™ MyOne™ Streptavidin T1 (Thermo Fisher Scientific, Cat# 65602) were blocked with SEA BLOCK Blocking Buffer (Thermo Fisher Scientific, Cat# 37527), and sheared chromatin was blocked with Dynabeads™ Protein A for immunoprecipitation (Thermo Fisher Scientific, Cat# 10002D) and Dynabeads™ Protein G for immunoprecipitation (Thermo Fisher Scientific, Cat# 10004D) at 4 °C, 1 h on a rotator. Following washing with Shearing buffer, blocked streptavidin magnetic beads were added to the sheared chromatin, then incubated 4 °C overnight on a rotator. Streptavidin magnetic beads were washed with low-salt wash buffer (20 mM Tris-HCl pH 8.0, 45 mM NaCl, 0.1% SDS, 1% TritonX-100, 2 mM EDTA), high-salt wash buffer (20 mM Tris-HCl pH 8.0, 150 mM NaCl, 0.1% SDS, 1% TritonX-100, 2 mM EDTA), LiCl wash buffer containing 10 mM Tris-HCl pH 8.0, 0.25 M LiCl (MilliporeSigma, Cat# L7026), 1% IGEPAL® CA-630,1% sodium deoxycholate (MilliporeSigma, Cat# D6750), 1 mM EDTA. After a wash with TE buffer, DNA was eluted in Elution buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA, 1% SDS) with Proteinase K (Promega, Cat# V3021) at 65 °C, 5 h. Eluted DNA was purified with the MinElute PCR purification kit. After measuring the DNA concentration with the Qubit®2.0 Fluorometer using Qubit dsDNA HS Assay Kit, the libraries were prepared using Accel-NGS 2S Plus DNA Library Kit (Swift Bioscience, Cat# 21024) and 2S Set A Indexing Kit (Swift Bioscience, Cat# 26148); then the DNA concentration was measured with the Qubit®2.0 Fluorometer using Qubit dsDNA HS assay kit.

### Sequencing

The DNA libraries were sequenced using an Illumina HiSeq2500 system (at Einstein Epigenomics Core Facility), Illumina HiSeq4000 system (at Genewiz, South Plainfield, NJ) or NovaSeq6000 system (at Novogene, Sacramento, CA), with paired-end, 100 bp read length.

### RNAscope

*RNAscope on tissue sections:* After incubation of 4% PFA (Alfa Aesar, Cat# 43368) at 4 °C for 4 h, embryos were dehydrated with 70%, 90%, and 100% Ethanol (Thermo Fisher Scientific, Cat# A405P-4). Incubation with xylene (Thermo Fisher Scientific, Cat# X3S-4) was done at RT, an hour twice followed by incubation of paraffin (Thermo Fisher Scientific, Cat# T555) at 65 °C, an hour twice. Embryos were embedded and stored at 4 °C.

Embryos were sectioned at 7-µm thickness and dried at RT. The sections were processed with RNAscope^®^ Multiplex Fluorescent v2 reagents (Advanced Cell Diagnostics, Cat# 323100), according to the manufacturer’s instructions. Briefly, sections were deparaffinized in xylene and dehydrated in graded ethanol, then incubated with hydrogen peroxide at RT, in 10’. The sections were incubated in boiled 1× Target retrieval reagent, for 15’. After rinsing with distilled water and 100% ethanol, the sections were dried at RT, for 5’. The sections were incubated with Protease Plus at RT, for 3’ then incubated with mixed RNAscope probes of C1, C2, and C3 channels (Supplementary Table 2), at 40 °C, overnight. Following AMP1, AMP2, and AMP3 treatment, the sections were incubated with Opal 570 (AKOYA BIOSCIENCES, Cat# FP1488001KT) for C1, Opal 620 (AKOYA BIOSCIENCES, Cat# FP1495001KT) for C2, and Opal 520 (AKOYA BIOSCIENCES, Cat# FP1487001KT) for C3 in 1:1000 dilution at RT, for 15’. Then slides were mounted with VECTASHIELD® HardSet™ Antifade Mounting Medium with DAPI (Maravai LifeSciences, Cat# H1500). Images were then captured using a Zeiss Axio Observer microscope with an ApoTome (Carl Zeiss Corp.).

*RNAscope on whole embryos:* Embryos were fixed in 4% PFA at 4 °C overnight, and dehydrated in 25%, 50%, 75%, and 100% Methanol (Thermo Fisher scientific, A412-4). Embryos were stored at −20 °C until needed. Embryos were rehydrated in 75%, 50%, 25% methanol, and PBS + 0.1% Tween (Sigma, Cat# P7949). The embryos were permeabilized using Protease III (Advanced Cell Diagnostics, Cat# 323100) for 20’ followed by a wash with PBS + 0.01% Tween. The C1, C2, and C3 probes chosen for the experiments were warmed at 40 °C for 10 min. Embryos were incubated with 100 µL of mixed RNAscope probes of C1, C2, and C3 (50:1:1, respectively) channels (Supplementary Table 2), at 40 °C, overnight. Three washes using 0.2×SSC + 0.01%Tween at RT were used in between all future steps. After washing, embryos were fixed for 10’ in 4% PFA at RT. Embryos were incubated in AMP1 for 30’, AMP2 for 30 min, and AMP3 for 15 min at 40 °C with washes in between. Tyramide Signal Amplification (TSA) was prepared at 1:2000 for TSA-CY3 (Akoya Biosciences, Cat# NEL744001KT), 1:1000 for TSA-CY5 (Akoya Biosciences, Cat# NEL745001KT), and 1:500 for TSA-Fluorescein (Akoya Biosciences, Cat# NEL741001KT). Embryos were incubated in HRP-C1 for 15’ at 40 °C followed by 30’ in their chosen TSA for C1. Amplification was blocked in HRP-Blocker for 15’. The previous two steps were then repeated for HRP-C2 for C2 probes and HRP-C3 for C3 probes. After the final washes, embryos were incubated in DAPI (Advanced Cell Diagnostics, Cat# 323100) for 2 days then washed and stored at 4 °C until ready for imaging. Imaging was conducted with a confocal Leica SP5.

### scRNA-seq data analysis

We utilized Cell Ranger (v 3.1.0, from 10x Genomics) to align reads of scRNA-seq data to the mouse reference genome (assembly, mm10). All the samples passed quality control measures for Cell Ranger (Table 1), and the filtered gene-barcode matrices were used for the following analyses. For *Mesp1*^*Cre*^ four time point dataset analyses, Scran v1.10.2 was used to normalize the individual datasets by using the computeSumFactors function with the deconvolution method for scaling normalization^79^. The cells were clustered by densityClust v0.3 with the density peak clustering algorithm^80^. We found batch effects existed in the scRNA-seq datasets from different time points (*Mesp1*^*Cre*^ data) or experimental perturbations (*Mesp1*^*Cre*^ or *Tbx1*^*Cre*^ Ctrl versus cKO). Therefore, we performed batch corrections before we comprehensively analyzed gene expression values across these scRNA-seq datasets. We employed the MNN (mutual nearest neighbors) method to identify shared cell types across datasets, and corrected batches, according to the shared cell types, by the MNN batch correction method^81^. More specifically, we removed batch effects by fastMNN function of the Scran package, with the input of the normalized counts from individual datasets. The *Mesp1*^*Cre*^ Ctrl data from different stages are comprised of homogeneous cell types (transcriptomes of each cell type are concordant across datasets), but the *Mesp1*^*Cre*^ Ctrl with cKO and then separately, the *Tbx1*^*Cre*^ Ctrl versus cKO, are comprised of heterogeneous cell types (the same cell types from different conditions, Ctrl vs cKO, with dissimilar gene expression). Thus, we aligned gene expression values for Ctrl vs cKO data using the RPCI (reference principal component integration) method in RISC, which utilizes the global gene reference to calibrate the gene expression changes of heterogeneous cell types^37^. In detail, we combined individual datasets by the scMultiIntegrate function of the RISC package and outputted the corrected gene expression values after the clustering by Seurat 3.1.5^82^. Then, the corrected datasets were processed on Scanpy v1.4.3^83^ for cell trajectory analysis, with the PAGA approach^26^. The RISC software^37^ was also used to identify differentially expressed genes of *Tbx1* Ctrl vs cKO embryos in each cluster by a Negative Binomial generalized linear model^84^ (scDEG function of RISC package), with adjustive *P* values < 0.05 and logFC (log fold change) >0.25 or < −0.25. The clusterProfiler v3.10.1^85^ was used for Gene Ontology pathway analysis, with adjustive *P* values < 0.05.

### ATAC-seq data analysis

ATAC-seq analysis pipeline has been described previously^86^; however, we describe the methods here as well. We removed Nextera Transposase Sequence primers^87^ in the range 33–47 bp using cutadapt^88^ with the following option -a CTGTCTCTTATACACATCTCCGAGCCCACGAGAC -A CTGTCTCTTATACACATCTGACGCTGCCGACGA. Sequences were then aligned to the mouse genome (mm9) using Bowtie2 2.3.4.3^89^ with default parameters. Only uniquely mappable reads were retained. We removed reads with mates mapping to different chromosomes, or with discordant pairs orientation, or with a mate-pair distance >2 kb, or PCR duplicates (defined as when both mates are aligned to the same genomic coordinates). Reads mapping to the mitochondrial genome were also removed. ATAC peaks in each sample were identified using MACS2 2.1.2.1^90^ with the option -- nomodel --shif100 --extsize 200. The differentially enriched regions (DARs) of *Tbx1*^*Cre*^ Ctrl vs cKO were obtained using DiffBind 2.14.0^91^ by loading all the MACS2 peaks, default parameters were used except for dba.count method where summits have been set to 250. After that, we formed a consensus list of enriched regions for each condition using the intersectBed function from the BEDTools 2.29^92^ with the default minimum overlap and retaining only the peak regions common to all three replicates. We defined common peaks the regions that were common to the consensus peaks of both *Tbx1*^*Cre*^ Ctrl and cKO (using again the intersectBed function). The common peaks in*Tbx1*^*Cre*^ Ctrl vs cKO data that did not intersect the DARs were defined as common accessible regions (CARs). Both DARs and CARs were filtered out by removing peaks intersecting blacklist regions (Encode mm9 blackregions Version 2) using findOverlapsOfPeaks of ChIPpeakAnno v3.22.4^93^ before any further analysis. Then DARs or CARs were filtered with the consensus *Mesp1*^*Cre*^ ATAC-seq peaks using intersectBed. Transcription factor binding motifs were obtained using the findMotifsGenome program of the HOMER suite (v4.10.3)^94^. For peak annotation as *cis-*regulatory regions, GREAT^95^ was used with default settings with mm9. The comparison of the gene list from DARs and DEGs was performed using standard R-scripts. The clusterProfiler v3.10.1 was used for Gene Ontology pathway analysis. Coverage heatmaps and average enrichment profiles (TSS + /− 10 Kb) in each experimental condition were obtained using ngs.plot^96^ or deepTools2^97^. We applied statistical analysis in the processes of all the software and packages with default settings.

### ChIP-seq data analysis

We removed adapters using cutadapt^88^ with -a option and a set of adapters detected with FASTQC^98^. Sequences were then trimmed using TrimGalore with option –length 0. Then sequences were aligned to the mouse genome (mm9) using Bowtie2 2.3.4. with default parameters. Reads were removed with mates mapping to different chromosomes, or with discordant pairs orientation, or with a mate-pair distance >2 kb, or PCR duplicates (defined as when both mates are aligned to the same genomic coordinate). Only uniquely mappable reads were retained. ChIP-seq peaks in each sample were identified using MACS2 2.1.2.1 with default parameters. Then, a consensus list of enriched regions was obtained using the intersectBed function from the BEDTools 2.29 with the default minimum overlap and retaining only the peak regions common to at least two out of the three replicates. Peaks were filtered by removing those overlapping with blacklist regions (Encode mm9 black regions Version 2) using findOverlapsOfPeaks of ChIPpeakAnno. The transcription factor binding motifs were obtained using the findMotifsGenome program with -size given parameter of the HOMER suite. For peak annotation as *cis-*regulatory regions, GREAT was used with the default settings mm9. The comparison of the gene lists of DAR, DEG, and ChIP regions was performed using the dplyr package in R. IGV 2.4.8^97^ was used for peak visualization. Coverage heatmaps and average enrichment profiles (TSS + /- 10Kb) in each experimental condition were obtained using ngs.plot or deepTools2. The significance of the overlap between the two lists of peaks was evaluated using the ChIPseeker enrichPeakOverlap using mm9 annotation. We applied statistical analysis in the processes of all the software and packages with default settings.

### Quantification and statistical analysis

Besides the methods for scRNA-seq analysis, specific statistical tests were described in “Results” and Figure legends. Briefly, to determine the relative proportions of the CPM populations, a two proportion *Z* test was performed in each cluster with 95% confidence interval. For ATAC-seq and TBX1 ChIP-seq, default statistical analysis was used for DiffBind, HOMER, and GREAT. The heatmap of ATAC-seq read densities in TBX1 ChIP-seq peaks on ATAC-seq signals were determined using enrichPeakOverlap present in ChIPseeker. For Venn diagrams, Pearson’s Chi-squared test was performed.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Reporting Summary

## Data Availability

The datasets generated during this study are available at the GEO repository under the accession numbers: scRNA-seq “GSE167493”, scRNA-seq “GSE167491”, ATAC-seq “GSE173700”, and ChIP-seq “GSE173521”. The scRNA-seq data can be viewed at https://scviewer.shinyapps.io/heartMLP. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

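TBX1 ChIP-seq was carried out by the authors on whole mouse embryos at embryonic day 9.5 with 19 to 22 somites that carried an Avi tag on TBX1 and the biotin ligase BirA. There were 3 biological replicates of 20 embryos each and 1 condition. The expression and accessibility data of the study were not analysed here, apart from values of the supplementary tables that are named as the paper's.

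The authors trimmed adapters, aligned the reads to mm9 with Bowtie2 2.3.4, removed discordant pairs, PCR duplicates and reads without a unique position, and called peaks in each replicate with MACS2 2.1.2.1 at default settings, with input as background. Of the columns deposited by the authors, the fold enrichment is a ratio of ChIP over the local background at the summit. The deposited p-value and q-value of each peak are written as −log10 values, and the deposited score of each peak is a whole number made from the q-value. The score was not used. The authors made the consensus list with the intersectBed function of BEDTools 2.29, keeping regions common to at least 2 replicates, and removed regions on the ENCODE blacklist. The blacklist was not used here. Whether the deposited peak lists had been filtered with it is not stated in the text of the paper.

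The sequencing depths in the text of the paper could not be tied to the deposited lists. Reads per peak are unknown, so no counting error is given for a fold enrichment. The fold enrichment of a peak was used to describe the peak and to rank it within its own list, as a percentile from 0 to 100. It was also compared between peaks of the same list and correlated between replicates across shared regions.

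The sequences and gene limits came from NCBIM37, the assembly named mm9 by the authors, and from GENCODE vM1, which lists 37310 genes. All peaks lay within the chromosome lengths of that assembly, and coordinates are 1-based. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pyfaidx 0.9.0.4 and matplotlib 3.10.9 was used. Peaks of different replicates were joined when they overlapped by at least 1 bp. Overlaps and the closeness of regions were tested with 1000 random placements on the same chromosomes, leaving out the first 3 Mb, one-sided. Differences in medians and correlations were tested with 100000 resamples, two-sided. Sequence words were counted on both strands, and regions were compared with windows of the same width 5 kb away by an exact McNemar test, or by Fisher's exact test where groups of regions and the windows on both sides were compared. Motif counts of Supplementary Data 13, which are the paper's, were tested with Fisher's exact test. Adjusted p-values are by the Benjamini-Hochberg method, and intervals of shares are 95% exact binomial (Clopper-Pearson) intervals, which cover counting error only. The functions for overlap, random placement, permutation, correlation and word counts were tested on simulated data with known answers.

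Before the data were examined, the tests, the named genes and a set of alternatives were fixed. The alternatives were a reciprocal overlap of 50%, summits within 100 bp, and q-values under 0.01 and under 1e-05. Others were −log10 q in place of fold enrichment, means in place of medians, and the Pearson correlation of log2 fold enrichment. Ranks were also taken from the highest replicate in place of the mean. Motif counts were also tested with a binomial test, and adjusted over the T-box entries alone. The rest were regions in all 3 replicates, distances of 50 and 500 kb, windows on the left, and promoters up to 3 kb. Each replicate was also left out in turn. The genes named are the 21 genes of Supplementary Data 14, those named in the text or Fig. 8 with the ChIP-seq data, and those assigned to the 10 regions with the highest mean percentile rank among regions with a peak in all 3 lists. Further genes named with a peak or region were chosen after its values were seen. Results for some genes and motifs are not reported here.

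Supplementary Data 12 was held in part, as the first 1997 rows with 1612 more left out, and Supplementary Data 14 with 469 rows. Single regions were looked up in Supplementary Data 12. The distances to transcription start sites were summarised over the 469 rows of Supplementary Data 14, and the regions it marks for the 21 genes were compared with the other regions, so these values lack the missing row. No overlap or gene set enrichment test was run on either table. Supplementary Data 7, with 651 genes of which 468 were reduced, and the list of 21 genes were complete. The overlap of peaks with DARs, the HOMER search and the GREAT assignment were not repeated.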

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

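The tests on small RNA genes, on copies of the same sequence and on chance calls were chosen after the result was seen. There was 1 condition, so no biological explanation was tested.

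A total of 62 regions had a peak in at least 2 of the deposited lists and were not among the 255 regions of the consensus list, although the paper kept regions common to at least 2 replicates. They were noticed because the paper does not discuss them. They fall into 2 kinds. In 25 of them, the fold enrichment was under 3 in some list that called them. Of these, 8 lay close together on chromosome 9 between 3004568 and 3037498. The word TGACAG was in 8% of these 25 regions (95% exact interval 0.984 to 26.0) against 22.9% of windows 5 kb away (Fisher's exact test, p = 0.196). At this number of regions the word cannot tell background from binding. Their low fold enrichment and the group on chromosome 9 leave high-background loci of the kind a blacklist removes as a candidate explanation. In the other 37 regions, every list that called them had a fold enrichment of at least 3. Among them is a region in an intron of Deptor on chromosome 15 (54992181 to 54992351) with a fold enrichment of 10.9 in replicate 2 and 11.5 in replicate 3. This region was chosen after its values were seen, as was one in Daam1. TGACAG was in 29.7% of the 37 regions (interval 15.9 to 47.0) against 18.9% of windows (Fisher's exact test, p = 0.232, adjusted p = 0.435 over 30 tests of words and groups), and TGATTGAT was in 8.11% (3 regions) against 0 of 74 windows (Fisher's exact test, p = 0.035, adjusted p = 0.105). Both shares lean towards binding sites without passing the threshold after adjustment, so background loci and binding sites cannot be told apart for these 37 at this number of regions. GGTGTGA was in 16.2% of them (6 regions) against 1.35% of windows (Fisher's exact test, p = 0.00537, adjusted p = 0.0268). Some of the 6 regions are copies of the same sequence, and with copies counted once it was in 11.4% (4 of 35) against 1.43% of windows (Fisher's exact test, p = 0.0413, adjusted p = 0.113), so its excess cannot be told apart from an effect of the copies. The Daam1 region, in an intron of the gene (chromosome 12, 72967379 to 72967644), had a peak in all 3 lists, with a fold enrichment of 4.97, 5.56 and 5.46. Copies of small nuclear or ribosomal RNA genes, which occur many times in the genome, lay within 1 kb of 3 of the 37 regions and of 0 of the 255 consensus regions (Fisher's exact test, p = 0.00189). Copies of these 2 kinds of gene may account for those 3 regions and were not near the others. Other kinds of repeated RNA gene were not counted, so they are not excluded for either group.

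A total of 397 regions had a peak in 1 deposited list alone and were outside the consensus list. The paper sets such peaks aside. TGACAG was in 39.5% of them (95% exact interval 34.7 to 44.5) against 12.5% of windows 5 kb away (Fisher's exact test, p = 2.59e-25, adjusted p = 7.76e-24), which argues against chance calls as the whole of these peaks. Base composition was tested with the reversed word GACAGT, which was in 9.57% of the regions and 9.23% of the windows (Fisher's exact test, p = 0.833). TGACAG lay at a median of 29 bp from the summit, against 44.4 bp for random positions in the same regions (permutation of positions, p = 0.001, the smallest that 1000 draws can give). Peaks found in a single replicate may therefore include sites of the same kind as the consensus regions. Of the merged regions found in 1 list, most came from replicate 2 (370 of all merged regions), so depth or efficiency of that library remains an open explanation for why the other replicates lack them. Repeated capture of sequences with this word by something other than TBX1 also remains open, since no sample without the tag was analysed here.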

How the results depend on the processing

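No paired analysis was possible because there was 1 condition and no groups to compare. One alternative, the limit of a fold enrichment of at least 3 in every list, was chosen after seeing the data, as were the words GGTGT, AGGTGTCA and AGGTGTBA. The others were fixed before the data were examined.

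The number of regions in at least 2 replicates was 279 and lay between 207 and 273 under the 2 overlap definitions and the 2 stricter q-values. It was 253 with a fold enrichment of at least 3. It ranged from 96 to 240 across the 3 counts that each left out one replicate, and the lowest value was that without replicate 2, the list with the most peaks. Without replicate 3 it was 129. Fewer replicates give fewer regions by construction. The number in all 3 replicates was 93, and 68 to 91 under the 4 alternatives. The overlap of each pair of replicates stayed above all random placements under the 2 overlap definitions and the 2 stricter q-values.

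Shared peaks had higher fold enrichment than unshared peaks in each replicate under every alternative tried, with differences in median fold enrichment from 0.971 to 2.61. In replicate 1 the difference in −log10 q was 2.77 and no longer past 0.05 (permutation test, p = 0.0734), with 12 unshared peaks. The cause was not tested. Across the fits that left out one replicate, the difference ranged from 1.66 to 2.20 in replicate 1, from 2.12 to 2.56 in replicate 2 and from 1.07 to 1.72 in replicate 3. The correlations between replicates remained past the threshold in the 9 alternatives.

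The difference in rank between the regions of the 21 genes and other regions was not past the threshold in any setting. Its sign was not stable, and leaving out a replicate also changed which regions had a rank. The difference was 3.97 at first and -1.08 with the highest replicate in place of the mean. It ranged from -4.18 to 6.37 across the fits that left out one replicate, with -4.18 without replicate 2 and -3.31 without replicate 3.

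The number of regions within 100 kb of another was 12, not past the threshold (permutation of positions, p = 0.0719). At 50 kb it was 10 and past it (permutation, p = 0.018). At 500 kb it was 38 (permutation, p = 0.0529). Among the regions in all 3 replicates, 2 lay within 100 kb of another (permutation, p = 0.301). It ranged from 2 to 8 when one replicate was left out. The cause was not tested, and the smaller sets hold fewer regions by construction.

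The number of T-box entries with an excess was 2 under both alternatives, and the 4 words set beforehand kept their direction and side of the threshold with windows on the left. The number of promoter regions moved from 29 to 42 with promoters up to 3 kb, without a test. The depth behind each peak is unknown, and a peak missing from a list can be a weak peak, so the absence of a peak in one replicate limits every count of shared regions.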

Differences from the paper's values

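The paper's number of peaks was 294 in its replicate 1, 128 in its replicate 2 and 536 in its replicate 3. The deposited lists held 146 peaks in the replicate labelled 1, 646 peaks in that labelled 2 and 296 peaks in that labelled 3. With q under 0.01 the numbers were 141, 623 and 288 peaks, and with q under 1e-05 they were 103, 499 and 221 peaks, and none of these alternatives, which were set before the data were examined, closed any of the 3 gaps by number. If the replicates are ordered by their number of peaks, an ordering chosen after seeing the values, the deposited lists hold 146, 296 and 646 peaks against the paper's 128, 294 and 536, and none of these pairs differs by more than 1.5 times. The names under which the lists labelled 1, 2 and 3 were deposited call them the second, the third and the fourth, so it is not known whether they are the paper's replicates 1 to 3.

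The paper gives the Trps1 site as downstream of the gene, while the region lies 246.2 kb upstream of Trps1 on the minus strand, and the paper's own table gives a negative distance from the transcription start site. The paper lists Rcsd1 among the genes whose DAR does not overlap a TBX1-binding site, while all 374 bp of the region in the Rcsd1 intron lie inside a DAR of the paper's table assigned to the gene. The text names B3galnt12, while the paper's table has a region assigned to B3galnt2 and marks it as B3galnt1. That region has a peak in replicate 2 alone (fold enrichment 2.56). The table assigns B3galnt1 itself to another region, shared with Ppm1l and not marked for it, which has a fold enrichment of 8.21 in replicate 2 and 6.32 in replicate 3. The paper describes the regions as common to at least 2 of the 3 replicates, while 38 of the 255 regions overlap a peak in fewer than 2 of the deposited lists, among them the region of Aplnr.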

Other observations

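The tests of the word in front of TGACAG, of tandem repeats, of the span and of the ranks of consensus regions found in few lists, and all counts of GGTGT, AGGTGTCA, AGGTGTBA and 6-base words were chosen after the first results had been seen. The design has 1 condition, so no biological explanation was tested against another condition, and each hypothesis was found and tested on the same regions.

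GGTGTGA was not in excess in the regions, and a wider form of the same element, GGTGT, was in 91 regions against 122 windows on the right, a difference of -31 regions (exact McNemar test, p = 0.00455). AGGTGTCA was in 2 regions against 3 windows on the right and 6 on the left (exact McNemar test, p = 0.289 on the left). AGGTGTBA was in 3 regions against 8 windows on the right and 12 on the left (exact McNemar test, p = 0.227 and p = 0.0352). These forms all hold GGTGT, while GGTGYTGACAG was in excess, so whether GGTGTGA is too narrow a form of the T-box element stays open. Among the regions with a peak in all 3 lists, GGTGT was in 39.1% against 54.0% of their windows (Fisher's exact test, p = 0.0259, adjusted p = 0.0862). GGTGTGA was in 0 of these 87 regions against 6.32% of their windows (Fisher's exact test, p = 0.018, adjusted p = 0.0674), and in 3.85% of the regions with a peak in exactly 2 lists against 3.46% of windows (Fisher's exact test, p = 1). For these 2 forms the direction is the opposite of what dilution by regions found in few lists would give, but neither difference passed the threshold after adjustment, and whether other forms of the element are diluted was not tested. TGACAG, which was in excess, is not explained by base composition, since its letters in reversed order were in only 2 more regions than windows on the right (41 against 39, exact McNemar test, p = 0.902), nor by tandem repeats alone, since among regions and windows with up to 2 copies it was in 49.6% of regions against 24.8% of windows (Fisher's exact test, p = 7.27e-11). It lay at a median of 24 bp from the summit against 58.9 bp for random positions (permutation of positions, p = 0.001, the smallest that 1000 draws can give). Of 2080 words of 6 bases compared with 10 windows per region up to 25 kb away, TGACAG had the smallest p (Fisher's exact test, adjusted p = 3.97e-20), and the T-box words AGGTGT, GGTGTG and GTGTGA were all less frequent in the regions than in the windows, of which AGGTGT alone passed the threshold (adjusted p = 0.00358).

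TGACAG or its reverse complement matches the Meis1 and Tgif1 motifs of the paper's motif table, and TGATTGAT resembles its PBX2 motif. By the paper's counts, PBX2 was in 40% of regions against 7.61% of the background and Meis1 in 47.1% against 22.4%. A candidate explanation is that TBX1 regions are shared with such homeodomain proteins. TGACAG without any T-box part is not the whole of it, however. Among regions with 1 or 2 copies of TGACAG, at least 4 of the 5 bases GGTGY stood directly in front of a copy in 22.8% (26 of 114, interval 15.5 to 31.6) against 2.38% of windows (3 of 126, Fisher's exact test, p = 6.29e-07). A composite element with a T-box part of the form GGTGY followed by TGACAG, as in the Tbx20 motif, is consistent with this. Whether the proteins bind together was not tested.

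A group of regions held TGACAG many times. In 25 of the 255 regions it occurred more than 2 times, against 2 of the 510 windows, and in 10 regions 8 times or more, against none of the windows. These 10 were chosen after their values were seen. The highest number, 32, was in an intron of Btbd9 (chromosome 17, 30655726 to 30656383), one of the 10 regions with the highest mean percentile rank among those with a peak in all 3 lists, and 20 copies were in an intron of Fbn1 (chromosome 2, 125327266 to 125327627). The median percentile rank of the 25 regions was 0.601 above that of regions with 1 or 2 copies (permutation test, p = 1), which leaves open, at this number of regions, whether more copies go with a stronger signal. Tandem repeats can also be misassembled, which was not tested.

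The consensus list and the deposited peak lists do not derive from each other in a simple way. Of the 252 consensus regions that overlap a deposited peak, 239 reach beyond the span of all the deposited peaks they overlap, by a median of 57 bp, which an intersection or a union of these lists would not give. The peak lists behind the consensus may therefore differ from the deposited ones. The 38 consensus regions with a peak in fewer than 2 lists are also weaker. For the 35 that have a peak, the median percentile rank was 43.6 against 62.8 (difference -19.2, permutation test, p = 3.0e-05). A signal too weak to be called in every list is therefore a further candidate explanation. With a median rank of 43.6, these peaks were not as a group at the bottom of the lists that called them. TGACAG was in 39.5% of the 38 regions against 19.7% of their windows (Fisher's exact test, p = 0.0409, adjusted p = 0.112), which leaves open whether they are bound.

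The paper's counts for Tbx20 and Tbx5, 83 and 93 regions, add up to 176, which is the paper's number of peaks with a T-box motif. The text of the paper does not name the motifs counted, and Tbx5 was not in excess over the background in the same table.

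The closeness of regions was not beyond chance at 100 kb, while the 10 regions within 50 kb were past the threshold (permutation of positions, p = 0.018). None of the regions was within 2 kb of another (0 regions), which argues against single sites split in pieces. Placing each region at random within 1 Mb of its place gave a mean of 8.37 close regions against the 12 observed (one-sided permutation of positions, p = 0.231), so regional density cannot be told apart from clustering with this number of regions.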
